# Interaction of Male Specific Lethal complex and genomic imbalance on global gene expression in *Drosophila*

**DOI:** 10.1038/s41598-021-99268-y

**Published:** 2021-10-04

**Authors:** Shuai Zhang, Haizhu Qi, Cheng Huang, Lijia Yuan, Ludan Zhang, Ruixue Wang, Yu Tian, Lin Sun

**Keywords:** Gene expression, Genomics, Sequencing, Genetics

## Abstract

The inverse dosage effect caused by chromosome number variations shows global consequences in genomic imbalance including sexual dimorphism and an X chromosome-specific response. To investigate the relationship of the MSL complex to genomic imbalance, we over-expressed MSL2 in autosomal and sex chromosomal aneuploids, and analyzed the different transcriptomes. Some candidate genes involved in regulatory mechanisms have also been tested during embryogenesis using TSA-FISH. Here we show that the de novo MSL complex assembled on the X chromosomes in females further reduced the global expression level on the basis of 2/3 down-regulation caused by the inverse dosage effect in trisomy through epigenetic modulations rather than induced dosage compensation. Plus, the sexual dimorphism effect in unbalanced genomes was further examined due to the pre-existing of the MSL complex in males. All these results demonstrate the dynamic functions of the MSL complex on global gene expression in different aneuploid genomes.

## Introduction

Variations in the number of chromosomes can generally be divided into two categories, euploid variation and aneuploid variation^1,2^. The former refers to the increase or decrease of the entire chromosome complement, which produces polyploids or haploids^2^. The latter is usually the addition or loss of individual chromosome or chromosome segments from a diploid to produce aneuploidy^1^. Both euploid variation and aneuploid variation have certain impacts on the survival and development of organisms^3–5^. However, the changes in the number of chromosomes in aneuploidy result in the dosage changes of thousands of genes, leading to imbalances within the genome^6,7^, and having a significant impact on the physiological functions of organisms. Therefore, the influence of aneuploidy on organisms is much greater than that of euploid variation^8,9^. Aneuploidy is usually manifested as ontogenetic abnormalities and premature death, and it is predominantly embryonic lethal in humans^10–12^. Most autosomal aneuploidy in mice have the same early embryonic performance as humans, indicating that aneuploidy seriously affects the early embryonic development stage of animals^7,13^. And aneuploidy is also a common feature of cancer and is present in more than 90% of solid tumors^14–16^.

In various studies of different aneuploid organisms, gene dosage effects referring to the changes in gene expression caused by dosage changes of chromosome fragments have been divided into two different effects. The first one is positive gene dosage effect, in which the expression level of a gene is positively correlated with its dosage^4,17^. The other is the inverse dosage effect, which refers to the inverse relationship between gene expression and the copy number of a trans region (that is, a decrease in gene expression with increased dosage of another chromosome fragment)^18–21^. When the gene copy number increases with the chromosome dosage in aneuploidy, a positive dosage effect will lead to the increase of the expression of this gene, while an inverse dosage effect will result in a decrease. It has been found that the inverse dosage effect is predominant in various aneuploid organisms, including Arabidopsis, maize, Datura, *Drosophila* and human cells^9,18,22–24^. Furthermore, an inverse dosage effect acts across the genome, not only on the varied chromosomes^9,24,25^. This is also the reason why the expression of most genes in aneuploidy tends to decrease with the increase of selected gene dosage^9,19,26,27^.

Dosage compensation refers to the equalized expression of different dosage of X chromosomes in females and males, which is achieved by a twofold up-regulation of the gene expression on the single X chromosome in males to match the gene expression level of the two chromosomes in females^28,29^. It is actually the result of the simultaneous action of the positive dosage effect and the inverse dosage effect^30–33^. The dosage compensation mechanism not only compensates for differences of sex chromosomes, but also occurs for autosomal regions^34^.

The Male-Specific Lethal complex (MSL complex) plays an important role in regulating gene expression during dosage compensation^35–37^, but it is still unclear about the intersection of the effect of changes of chromosomal dosage and the MSL complex on global gene expression in *Drosophila*, as well as the molecular mechanism of how the complex mediates global expression^38^. Compared with the normal females, the gene expression of the single X chromosome in males can be balanced with females through the inverse dosage effect^39^. Studies have found that the inverse dosage effect caused by the single X chromosome in males tends to up-regulate the expression of the whole genome, while the MSL complex recruits histone modifiers, such as MOF, from the autosomes to the X chromosome. The MSL complex prevents over-compensation of the X chromosomes caused by high level histone acetylation, even though the acetylation is generally considered to be related with up-regulation of gene expression^40–42^.

The above studies indicate that the inverse dosage effect plays an important role in the two-fold up-regulation of X chromosome genes, which is modulated by the MSL complex^38^. However, whether the MSL complex promotes or inhibits the inverse dosage effect or their relationship in unbalanced genomes is still unknown. In addition, previous studies have also found that gene expression in female and male *Drosophila* responds differently to genomic imbalance, showing sexual dimorphism, and genes with sex-biased expression are also affected by dosage-sensitive aneuploid effects^34^.

In order to test the interactions between the MSL complex and inverse dosage effect in unbalanced genomes and their related sexual dimorphisms in gene expression, we compared and analyzed the global transcriptomes of different over-expressing MSL2 aneuploids and normal aneuploids, especially the females with de novo assembled MSL complex. The functions of some candidate genes in the early embryogenic stages are further illustrated through high-resolution TSA-FISH technique.

## Results

### Ectopically-expressed MSL complex with autosomal aneuploidy

In order to identify the interaction between the MSL complex and the effects of genomic imbalance in autosomal aneuploidy, we ectopically expressed the key protein MSL2 in trisomy 2L following the genetic cross shown (Fig. S1, A and B). There is no MSL complex accumulated on the X chromosome in females without MSL2 expression, because of the inhibition by the active Sex Lethal (SXL) protein (Fig. 1A, left panel; Fig. S1E). However, when the MSL2 protein is over-expressed by bypassing the inhibition of SXL, the functional MSL complex is assembled on the X chromosome as confirmed by the immunolocalization of polytene chromosomes from third instar larvae of MSL2-trisomy 2L females using antibody of MSL2, MOF and H4K16Ac (Fig. 1A, right panel). These results indicate that the de novo assembly of the MSL complex will be formed on the X chromosome by bringing the endogenous components from across the genome, like histone acetyltransferase MOF, which is specially associated with high levels of H4K16Ac.

**Figure 1:**
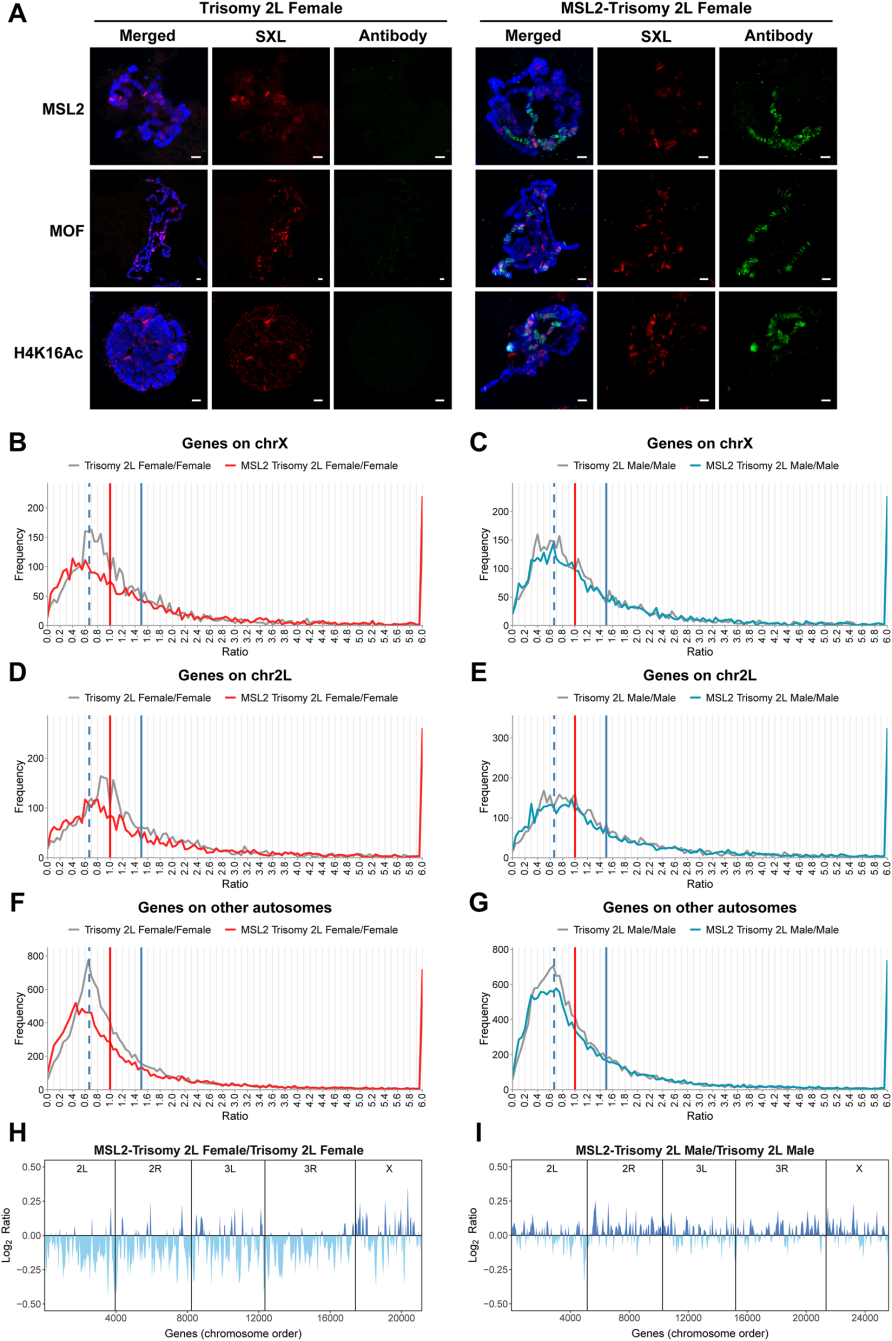
Over-expressed MSL2 in autosomal aneuploidy. (**A**) Immunofluorescence of *Drosophila* polytene chromosomes from third instar larvae of trisomy 2L females (left panel) and MSL2-trisomy 2L females (right panel). The red channel is the signal from SXL and the green channel is the signal from antibodies of MSL complex components. DNA is stained with DAPI in blue. Scale bars, 5 μm. (**B**–**G**) Ratio distributions of gene expression in trisomy 2L and MSL2-trisomy 2L compared with normal diploid in females (**B**, **D**, **F**) and males (**C**, **E**, **G**). All genes are divided into X (**B**, **C**), 2L (**D**, **E**) and other autosomes (**F**, **G**) according to their positions on chromosomes. The vertical red solid line represents the ratio 1.00 (no change), the vertical blue solid line represents the ratio 1.50 [the ratio of gene dosage effects (3/2)], and the vertical blue dashed line shows the ratio 0.67 [the ratio of inverse dosage effects (2/3)]. The global endogenous gene expression patterns of these genotypes were obtained by RNA sequencing. The ratio distributions were generated as described in *Methods* and the frequencies were plotted in bins of 0.05. (**H** and **I**) Distributions of gene expression fold changes along the chromosomes in MSL2-trisomy 2L compared with trisomy 2L in females (**H**) and males (**I**). Each chromosome is separated by a vertical line. Lowess smoothed log2 fold change (log2 ratio) were ordered at equidistance by their chromosomal position. Regions with up-regulated gene expression are shown in dark blue, while regions with down-regulated gene expression are shown in light blue.

To further determine whether the newly assembled MSL complex induces dosage compensation of X chromosome genes in aneuploid females, we examined the global expression and made ratio distributions of gene expression in trisomy 2L and MSL2-trisomy 2L compared with the normal diploid (Fig. 1B). 

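In the MSL2-trisomy 2L group, RNA of whole larvae of the third instar, about 20 per library and grown at 25 °C, was sequenced with paired-end reads of 150 bp. The labels list 3 libraries each of trisomy 2L females, MSL2-trisomy 2L females, trisomy 2L males and MSL2-trisomy 2L males. All of these larvae carry 3 copies of chromosome arm 2L, and the MSL2 larvae also carry a transgene from which the MSL2 protein is made. The authors divided the read counts of each transcript by the mapped reads of the library and scaled the result to CPM, removed the difference between sequencing batches with ComBat, a method that shifts and scales each transcript by batch, removed values not above 0 and averaged the replicates. The deposited table gives 1 mean for each group and no value for each library, so no error, replicate number or test between libraries accompanies any value here. The paper also describes trisomy 2L and diploid libraries of another batch, sequenced from single ends with shorter reads. It does not state which libraries entered the means of trisomy 2L without MSL2. The table lists 28705 transcripts of 15953 genes, and a mean is given for 26120 transcripts in trisomy 2L females, 21694 in MSL2-trisomy 2L females, 28018 in trisomy 2L males and 26273 in MSL2-trisomy 2L males. In females, 4777 transcripts have a mean only without MSL2 and 351 only with it, and those lost with MSL2 have a median of 0.103 CPM. The corresponding numbers in males are 2140 and 395. The means of a group sum to 917301 CPM in trisomy 2L females, 953638 in MSL2-trisomy 2L females, 928632 in trisomy 2L males and 965570 in MSL2-trisomy 2L males. The number of reads behind these means is unknown. The MSL2 ratio used below is the mean of MSL2-trisomy 2L divided by the mean of trisomy 2L of the same sex, over the 21343 transcripts in females and 25878 in males with both means. Medians are given with a 95% confidence interval from the binomial distribution of the ranked transcripts, and shares of transcripts with a Wilson interval. These intervals treat transcripts as independent and do not cover the differences between libraries. Comparisons with the normal diploid are those of the authors' deposited table of ratios.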

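For 17 single genes of Table S2, the values of all transcripts of a gene were summed and the log2 ratio of the sums was set against the log2 ratio by RT-PCR that the paper lists. Hsp70, a name that no single gene of the tables carries, was left out. Across these genes in trisomy 2L females, Pearson's r was 0.43 (two-sided permutation test, p = 0.0919, adjusted p = 0.138) and Spearman's rho was 0.69 (permutation p = 0.00265, adjusted p = 0.00397). In trisomy 2L males, r was 0.57 (permutation p = 0.0293, adjusted p = 0.0879) and rho was 0.74 (permutation p = 0.00101, adjusted p = 0.00303). In metafemales, where 15 genes have a ratio, r was -0.052 (permutation p = 0.851, also after adjustment) and rho was 0.18 (permutation p = 0.530, also after adjustment). Each p rests on 100000 permutations and was adjusted by the Benjamini-Hochberg method over the 3 comparisons, separately for r and rho. The relations are across genes, which are not independent replicates. The direction of the change was the same by both methods for 12 genes in trisomy 2L females, 10 in trisomy 2L males and 11 in metafemales. The largest fall among these genes in trisomy 2L females was that of LysB, a lysozyme gene on 3L, from 2973 CPM without MSL2 to 129 CPM with it. In metafemales, CG43773 and CG33468 are listed at 3.01 and 2.06 CPM and have no mean with MSL2.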

Randomly selected genes were used to verify the RNA-seq results (Table S1 and S2). This analysis showed that, the gray line of the trisomy 2L female/diploid female is centered around a ratio of 0.67, which is caused by the inverse dosage effect when the 2L chromosome segment is increased to three copies, and the red line with over-expressed MSL complex does not show any movement to the right side, on the contrary, it produces more down-regulations to the left side with a peak around 0.45 (Fig. 1B; Kolmogorov–Smirnov (K-S) test *P* = 3.27e−9). 

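For the X chromosome in females, the authors' deposited table lists a trisomy 2L/diploid ratio for 3815 transcripts and an MSL2-trisomy 2L/diploid ratio for 3378. In bins of 0.05, the most frequent ratio in the authors' deposited table was 0.70 for trisomy 2L and 0.40 for MSL2-trisomy 2L. When transcripts of the authors' deposited table were resampled 1000 times, 95% of these peaks lay from 0.60 to 0.85 without MSL2 and from 0.30 to 0.65 with it. The median ratio in the authors' deposited table was 0.9503 (95% confidence interval 0.924 to 0.974) without MSL2 and 0.984 (0.948 to 1.03) with MSL2. Over the 3346 transcripts with both ratios in the authors' deposited table, it was 0.983 and 0.987. The share of transcripts with a ratio under 0.5 in the authors' deposited table rose from 17.1% to 23.9%, while the share with a ratio of at least 6 rose from 3.98% to 6.51%. The interquartile range of the log2 ratios in the authors' deposited table was 1.35 without MSL2 and 1.88 with it. The largest distance between the 2 cumulative distributions, the statistic of the K-S test, was 0.0751 in the authors' deposited table.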

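When MSL2-trisomy 2L females were compared directly with trisomy 2L females, the median MSL2 ratio of the X chromosome was 0.9998 (95% confidence interval 0.984 to 1.02) over 3714 transcripts. Of these transcripts, 50.0% (Wilson interval 48.4 to 51.6) had a ratio below 1. The middle 50% of the ratios extended from 0.696 to 1.42, and the most frequent bin was at 1.00. Among the other ways of computing it, a pseudocount of 0.1 CPM moved this median most, to -0.12 on the log2 scale, and the scaling of the means by a trimmed mean, chosen after the values had been seen, moved it to 0.096.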

The results showed that the majority of X chromosome gene expression levels do not exhibit an increased trend when the MSL complex is formed on the X chromosome in trisomy 2L aneuploidy females, which means that the MSL complex does not induce dosage compensation of X chromosome genes in aneuploidy females even with increased H4K16Ac levels (Fig. 1A), coincident with the previous results in normal diploids^40^.

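Without MSL2, the authors' deposited table lists a trisomy 2L female/diploid female ratio for 4170 transcripts of 2L. Their median ratio in the authors' deposited table was 1.14 (95% confidence interval 1.11 to 1.17), with the peak of the distribution in the bin at 0.85. The ratio was below 1 for 41.1% of these transcripts in the authors' deposited table (Wilson interval 39.6 to 42.6).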

In aneuploids, when the inverse dosage effect and gene dosage effect simultaneously influence the gene expression on the varied chromosome segments, like the genes on chromosome 2L in trisomy 2L, dosage compensation occurs, meaning no expression changes even though the copy number of 2L has been increased to three (Fig. 1D, gray line). Interestingly, the de novo formed MSL complex on the X chromosome in MSL2-trisomy 2L females bring the expression levels of 2L genes to a lower ratio centered around 0.67 when compared with the normal diploid (Fig. 1D, red line; K-S test *P* = 8.34e−14). It is concluded that when the MSL complex is assembled on the X chromosome, it actually takes some modifier factors including MOF from the autosomes to the X chromosome, contributing to a down-regulated expression pattern of 2L genes.

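With MSL2, 3585 transcripts of 2L have a ratio to diploid females in the authors' deposited table, with a median of 1.09 (95% confidence interval 1.05 to 1.14) and a peak at 0.60. For the peak, the resampled interval in the authors' deposited table was 0.60 to 0.90. Over the 3560 transcripts with both ratios in the authors' deposited table, the median was 1.19 without MSL2 and 1.09 with it. The cumulative distributions in the authors' deposited table were at most 0.0894 apart. Compared directly with trisomy 2L females, the median MSL2 ratio of 2L was 0.913 (0.896 to 0.932) over 3954 transcripts, and 56.9% of them (55.4 to 58.4) had a ratio below 1. The median on the log2 scale was -0.13, and it was -0.24 with a pseudocount of 0.1 CPM and -0.035 with the trimmed-mean scaling.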

This dynamic function of the MSL complex in the aneuploidy genome was also confirmed by the changes of other autosomal genes, producing a lower ratio distribution around a ratio of 0.4 as well (Fig. 1F, red line; K-S test *P* = 0), even though other autosomal genes are already down-regulated to 2/3 caused by the inverse dosage effect in trisomy 2L aneuploidy.

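Transcripts of 2R, 3L, 3R and chromosome 4 make up the other autosomes. Their median ratio to diploid females in the authors' deposited table was 0.850 (95% confidence interval 0.839 to 0.862) over 14556 transcripts without MSL2 and 0.817 (0.799 to 0.832) over 12601 with MSL2. Over the 12524 transcripts with both ratios in the authors' deposited table, it was 0.881 and 0.817. The peak in the authors' deposited table moved from 0.65 to 0.45, and the cumulative distributions were at most 0.0921 apart. Among transcripts with a mean of at least 10 CPM, the peak with MSL2 was at 0.65 in the authors' deposited table. This minimum was set on the trisomy 2L female means, which form the numerators, so it also removes low ratios. Counted in equal log2 steps of 0.1, the peak in the authors' deposited table was at -0.5 both without MSL2 and with it. In the authors' deposited table, 59.3% of the ratios were below 1 without MSL2 and 59.1% with it, while the share below 0.5 rose from 18.8% to 28.0%. The direct MSL2 ratio had a median of 0.932 (0.921 to 0.942) over 13675 transcripts, of which 55.7% (54.9 to 56.5) were below 1. With the trimmed-mean scaling, which brings the middle of all ratios near 0, this median was -0.0053 instead of -0.10 on the log2 scale.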

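In males, the authors' deposited table gives a median trisomy 2L/diploid ratio of 0.937 (95% confidence interval 0.906 to 0.968) for 4153 transcripts of the X chromosome and a median MSL2-trisomy 2L/diploid ratio of 0.971 (0.941 to 0.9997) for 3932. For 2L, the corresponding medians in the authors' deposited table were 1.095 over 4986 transcripts and 1.092 over 4785. For the other autosomes, they were 0.823 over 16326 transcripts and 0.837 over 15482 in the authors' deposited table. The peak moved from 0.40 to 0.65 on X, from 0.50 to 0.95 on 2L and from 0.65 to 0.70 on the other autosomes in the authors' deposited table. Over the 3893 X transcripts with both ratios in the authors' deposited table, the X peak moved in the other direction, from 0.75 to 0.65. The resampled intervals of the X peak were 0.40 to 0.75 without MSL2 and 0.40 to 0.70 with it, and that of the 2L peak with MSL2 was 0.30 to 0.95, in the authors' deposited table. The cumulative distributions with and without MSL2 were at most 0.0337 apart on X, 0.0365 on 2L and 0.0343 on the other autosomes in the authors' deposited table.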

Meanwhile, the distributions of trisomy 2L with and without MSL2 overexpression compared with normal diploid in males showed distinct patterns on genome-wide genes including X chromosome genes, 2L genes and other autosomal genes (Fig. 1C,E,G; K-S test *P* = 0.0205, 3.00e−3 and 1.59e−8, respectively) compared with respective ratio distributions in females (Fig. 1B,D,F). 

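The median MSL2 ratio in males was 1.02 (95% confidence interval 1.00 to 1.03) over 4240 transcripts of X, 1.00 (0.992 to 1.01) over 5142 transcripts of 2L and 1.02 (1.01 to 1.02) over 16428 transcripts of the other autosomes. These ratios were below 1 for 48.1% of the X transcripts, 49.7% of the 2L transcripts and 48.2% of the others. The log2 medians changed sign with each scaling by column totals and with each pseudocount. They were -0.025, -0.043 and -0.026 with column totals without the 100 transcripts of highest mean CPM, -0.033, -0.051 and -0.034 with equal column totals, an alternative chosen after the values had been seen, and -0.017, -0.026 and -0.018 with a pseudocount of 0.1 CPM. Over all chromosomes, the median log2 MSL2 ratio in females minus that in males was -0.11. This difference was not tested, since a test needs the values of the single libraries, and it was -0.18 with a pseudocount of 0.1 CPM, -0.15 with transcripts summed to genes and -0.026 with column totals without the 100 transcripts. The trimmed-mean scaling sets the middle of the ratios of each sex near 0, so the value near 0 that it gives is no test of the difference.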

When the supernumerary MSL complex is assembled in aneuploid males, it is shown that almost all of the genes in the genome do not display any significant changes between MSL2-trisomy 2L and trisomy 2L compared with normal diploid males, which is probably because of the pre-existing presence of the endogenous MSL complex on the X chromosome.

The distribution of global gene expression fold changes along chromosomal regions was also analyzed when comparing MSL2-trisomy 2L with trisomy 2L in females and males (Fig. 1H,I). It is also found that the regions that are originally reduced by an inverse dosage effect (autosomes except for 2L and chromosome X) are further decreased significantly in MSL2-trisomy 2L females (Fig. 1H), demonstrating that there is an interaction between the action of the MSL complex and a genomic imbalance effect. 

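Along the chromosomes, consecutive windows of 100 transcripts were formed by position from the direct MSL2 ratios of females. The median log2 ratio was below 0 in 113 of 135 windows on the other autosomes, with window medians from -0.37 to 0.21. On 2L it was below 0 in 32 of 39 windows, from -0.34 to 0.060. The X chromosome had 17 of 37 windows below 0, from -0.25 to 0.37. By arm, the median log2 ratio in females was -0.11 on 2R (95% confidence interval -0.13 to -0.079), -0.098 on 3L (-0.13 to -0.070) and -0.093 on 3R (-0.12 to -0.072). Chromosome 4, with 210 transcripts, stood at -0.33 (-0.46 to -0.12). The scaling of the means shifts all of these windows and arms together. From the autosomal regions that were already reduced in trisomy 2L and fell further with MSL2, the paper concludes that the action of the MSL complex and the effect of genomic imbalance interact.

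**Figure D1:**
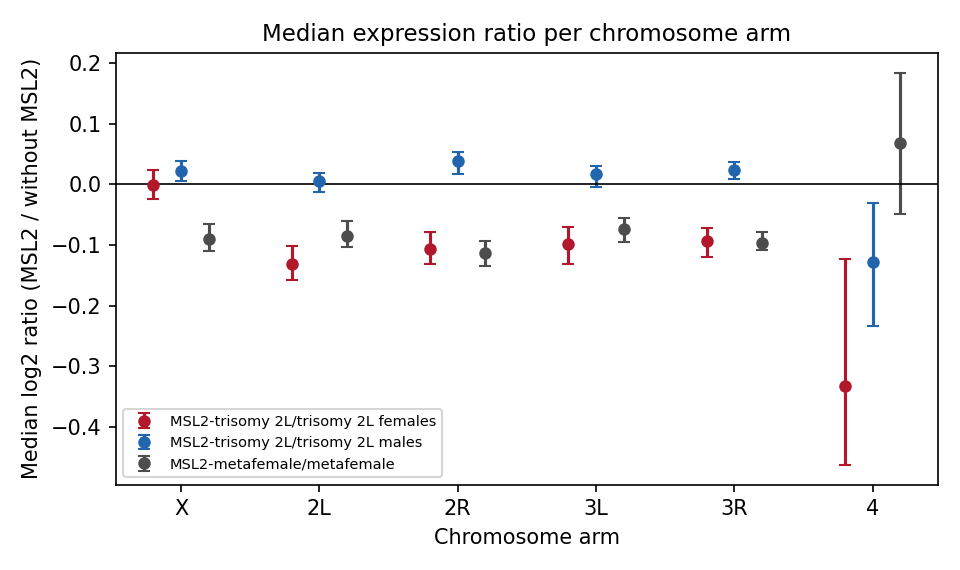
Median log2 ratio of MSL2 over no MSL2 for each chromosome arm in trisomy 2L females, trisomy 2L males and metafemales, with 95% confidence intervals of the median over transcripts as bars. In females of trisomy 2L the X chromosome lies at 0 and the other arms below it, with chromosome 4 lowest at -0.33.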

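The median log2 MSL2 ratio of X minus that of the other autosomes was 0.10 in trisomy 2L females. A common factor on a column cancels in this difference, so the scaling of the means cannot move it, and pseudocounts of 0.5 and 1 CPM lowered it to 0.050 and 0.035. Among 10000 random lists of as many transcripts matched on mean expression, the middle 95% had medians from -0.12 to -0.063, and the X chromosome lay above all of them. Such lists treat transcripts as exchangeable, although transcripts of 1 gene are not independent.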

The X chromosome of trisomy 2L females with ectopically assembled MSL complex is not twofold up-regulated, although its distribution is significantly different from that of other autosomes (Fig. 1H), indicating that the assembly of the MSL complex cannot directly mediate the up-regulation of dosage compensation. In males, however, the magnitudes of alternating up-regulated and down-regulated regions are both small (Fig. 1I). 

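In males, window medians ranged from -0.078 to 0.15 on X, from -0.29 to 0.16 on 2L and from -0.21 to 0.19 on the other autosomes. They were below 0 in 15 of 42 windows on X, 23 of 51 on 2L and 59 of 163 on the other autosomes. The standard deviation of the window medians was 0.058 on X, 0.075 on 2L and 0.068 on the other autosomes, against 0.11, 0.10 and 0.11 in females. By arm, the median log2 MSL2 ratio of males was 0.039 on 2R, 0.017 on 3L, 0.023 on 3R and -0.13 on chromosome 4 (95% confidence interval -0.23 to -0.031).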

All these results suggest interactions of the effect of aneuploidy and the MSL complex will influence global gene expression. Furthermore, the specific response of the X chromosomal genes especially in females and the sexual dimorphism caused by the MSL complex in aneuploids could be identified (Fig. 1H,I).

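Over 20252 transcripts with an MSL2 ratio in both sexes of trisomy 2L, 27.8% were lower with MSL2 in both sexes, 27.9% only in females, 20.8% only in males and 23.5% in neither. The rank correlation of the log2 ratios between the sexes was 0.081 over all chromosomes, 0.016 over 3462 transcripts of X, 0.084 over 3814 transcripts of 2L and 0.096 over 12976 transcripts of the other autosomes. In males, X minus the other autosomes was 0.00020, so that the sexes differed by 0.10 in this difference. The X chromosome of males lay at percentile 82.9 of random transcript lists of the same expression.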

### Ectopically-expressed MSL complex with sex chromosomal aneuploidy

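For sex chromosomal aneuploidy, whole larvae of the third instar were sequenced in the same way as the MSL2-trisomy 2L group, and the labels list 2 libraries of metafemales, which have 3 X chromosomes and 2 copies of each autosome, and 2 libraries of MSL2-metafemales. The deposited table holds the authors' group means, in CPM adjusted for batch by the same procedure, for 23991 transcripts of 13861 genes. A mean is given for 23657 transcripts in metafemales and 20127 in MSL2-metafemales, of which 19795 are in both. Of the others, 3862 have a mean only without MSL2 (median 0.220 CPM) and 332 only with it. The means sum to 882378 CPM in metafemales and 1062350 CPM in MSL2-metafemales, a ratio of 1.20. The second sum is larger than the CPM of all reads of a library can be, so the adjusted values are no longer parts of a library total. As for trisomy 2L, no value of a single library was analysed here and the number of reads behind each mean is unknown.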

We also investigated the effects of the MSL complex and genomic imbalance in sex chromosomal aneuploidy (Fig. 2). 

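In metafemales without MSL2, the median ratio of X transcripts to diploid females in the authors' deposited table was 1.11 (95% confidence interval 1.08 to 1.14) over 3916 transcripts, with the peak in the bin at 0.80. The ratio was below 1 for 43.9% of the X transcripts in the authors' deposited table.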

When the X chromosome is increased to three copies in metafemales (XXX; AA), the majority of genes on the X chromosomes still display dosage compensation when compared with the normal diploid females (Fig. 2B, gray line). The inverse dosage effect produced by the extra copy of the X chromosome influenced the autosomal expression levels to a ratio distribution centered around 0.67 (Fig. 2C, gray line). 

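For the autosomes of metafemales, 18147 transcripts have a ratio to diploid females in the authors' deposited table. Their median in the authors' deposited table was 0.828 (95% confidence interval 0.818 to 0.837) and 61.6% of them were below 1. The peak was in the bin at 0.70 in the authors' deposited table, with a resampled interval of 0.55 to 0.70.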

To test and verify whether the dynamic functions of MSL complex found in autosomal aneuploidy are still valid in sex chromosomal aneuploidy, the complex is also assembled on the X chromosomes in metafemales with over-expressed MSL2 protein, which is confirmed by the immunostaining with several antibodies (Fig. 2A).

**Figure 2:**
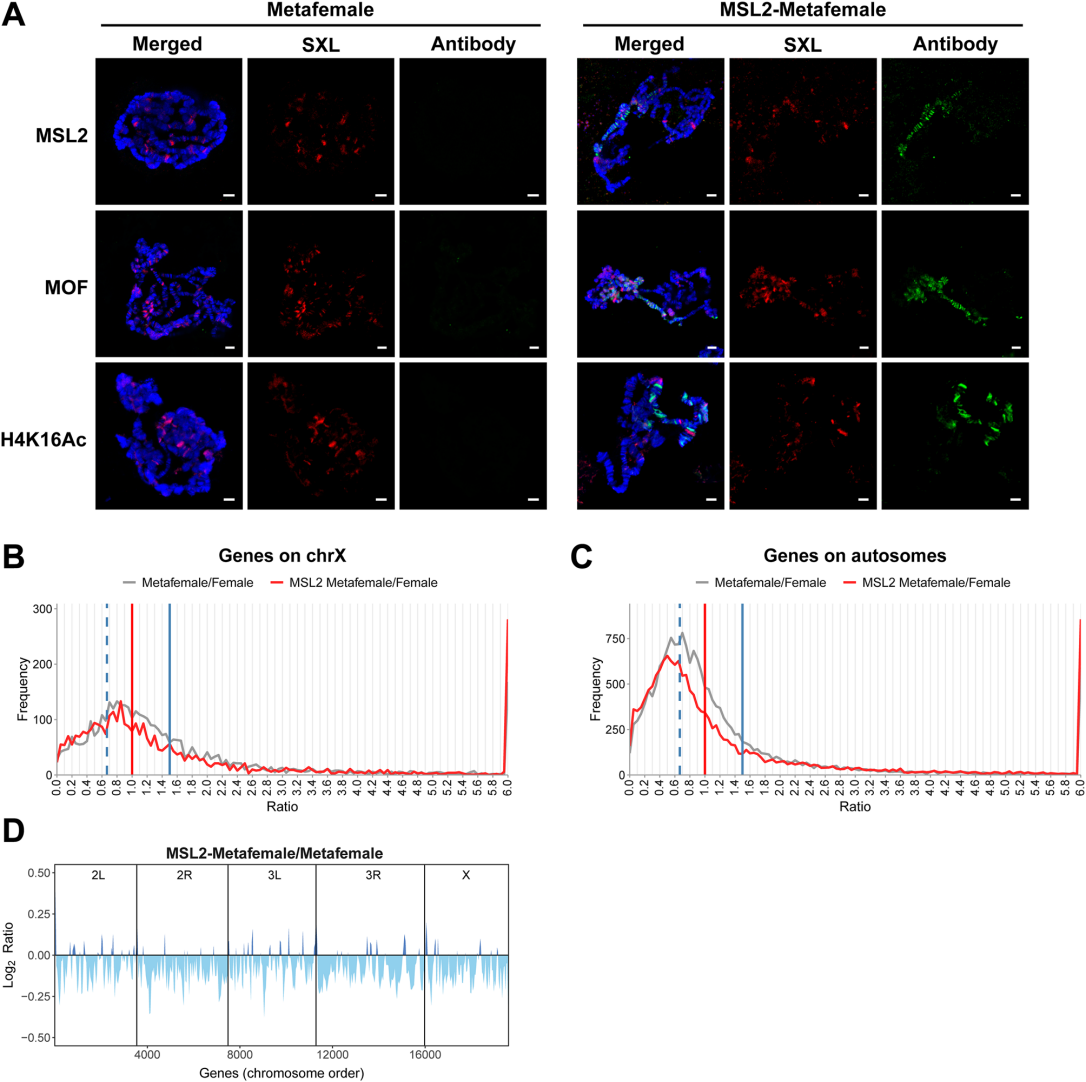
Over-expressed MSL2 in sex chromosomal aneuploidy. (**A**) Immunofluorescence of *Drosophila* polytene chromosomes from third instar larvae of metafemales (left panel) and MSL2-metafemales (right panel). The red channel is the signal from SXL and the green channel is the signal from antibodies of MSL complex components. DNA is stained with DAPI in blue. Scale bars, 5 μm. (**B**, **C**) Ratio distributions of gene expression in metafemale (XXX) and MSL2-metafemale compared with normal diploid. All genes are divided into X (**B**) and autosomes (**C**) according to their positions on chromosomes. The vertical red solid line represents the ratio 1.00 (no change), the vertical blue solid line represents the ratio 1.50 [the ratio of gene dosage effects (3/2)], and the vertical blue dashed line shows the ratio 0.67 [the ratio of inverse dosage effects (2/3)]. The frequencies were plotted in bins of 0.05. (**D**) Gene expression changes along *Drosophila* chromosomes between MSL2-metafemale and metafemale. Each chromosome is separated by a vertical line. Lowess smoothed log2 fold change (log2 ratio) were ordered at equidistance by their chromosomal position. Regions with up-regulated gene expression are shown in dark blue, while regions with down-regulated gene expression are shown in light blue.

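With MSL2, the median ratio of X transcripts in metafemales to diploid females was 1.04 (95% confidence interval 1.01 to 1.08) over 3455 transcripts in the authors' deposited table, and the peak was at 0.85. Of these ratios, 48.0% were below 1 in the authors' deposited table. The direct ratio of MSL2-metafemales to metafemales had a median of 0.940 (0.927 to 0.956) over 3624 transcripts of X. Equal column totals, an alternative chosen after the values had been seen, moved this median from -0.089 to -0.36 on the log2 scale, and the trimmed-mean scaling, which centres the ratios, moved it to -0.00040.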

Based on the ratio distribution of X chromosome genes (Fig. 2B), it is found that the de novo MSL complex formed in metafemales does not give rise to any obvious upregulation of X chromosome genes to ratios over 1.0, which means no dosage compensation is induced by its presence on the X chromosome. Moreover, some genes have been down-regulated compared with the gray line even with an accumulated level of H4K16Ac on the X chromosomes (Fig. 2A), coincident with the above data of MSL2-trisomy 2L females. 

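The direct MSL2 ratio was below 1 for 56.5% (Wilson interval 54.9 to 58.1) of the X transcripts of metafemales, and 31 of 36 windows along X had a median log2 ratio below 0. In the authors' deposited table, the share of X transcripts with a ratio to diploid females under 0.5 was 15.1% in metafemales and 19.5% in MSL2-metafemales. The share with a ratio of at least 6 also rose in the authors' deposited table, from 4.26% to 8.10%. From an X chromosome that carries the complex and shows no higher ratios, the paper reasons that the complex induces no dosage compensation in metafemales.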

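For X genes in metafemales, the cumulative distributions of the ratios to diploid females with and without MSL2 were at most 0.0579 apart in the authors' deposited table. Over the 3424 transcripts with both ratios in the authors' deposited table, the median was 1.12 without MSL2 and 1.05 with it. The medians of 2L in trisomy 2L females over transcripts with both ratios, 1.19 and 1.09, were further apart in the authors' deposited table. Over all listed transcripts the order was the other one, and the median in the authors' deposited table fell by 0.0620 on X in metafemales and fell by 0.0506 on 2L in trisomy 2L females. The peak rose by 0.05 on X in metafemales while it fell by 0.25 on 2L in trisomy 2L females in the authors' deposited table.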

Comparing the expression of X chromosome genes in MSL2-metafemales with the 2L genes in MSL2-trisomy 2L females (Fig. 1D, red line), it is found that the ratio distribution of X chromosome genes in MSL2-metafemales (Fig. 2B, red line; K-S test *P* = 9.03e−6) showed less changes, indicating the different responses of the MSL complex to genomic imbalance between sex chromosome and autosome.

With the formation of the MSL complex on the X chromosomes in metafemales, the other endogenous components are also brought from the autosomes to the X chromosomes. 

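The autosomal genes of MSL2-metafemales had a median ratio of 0.762 (95% confidence interval 0.752 to 0.774) to diploid females over 15698 transcripts in the authors' deposited table, with the peak at 0.50. The cumulative distributions with and without MSL2 were at most 0.0594 apart on the autosomes in the authors' deposited table. The direct MSL2 ratio had a median of 0.939 (0.933 to 0.945) over 16171 autosomal transcripts, with 56.7% below 1. Along the autosomes, 145 of 159 windows of transcripts had a median log2 ratio below 0. The X chromosome minus the autosomes was 0.0018 in metafemales, and X lay at percentile 38.1 of random lists of the same expression. The autosomal median was -0.0022 on the log2 scale when the trimmed mean centred the ratios, while equal column totals gave -0.36.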

In this situation, the autosomal genes are also found to show decreased expression levels even though the inverse dosage effect has already produced a 2/3 down-regulation as the above results concluded from autosomal aneuploidy (Fig. 2C; K-S test *P* = 0), which is coincident with the distribution of global gene expression fold changes along chromosomal regions when comparing MSL2-metafemale with metafemale (Fig. 2D). Based on the above results, the dynamic functions of MSL complex are further confirmed by the analyses of global gene expression in X chromosome aneuploidy.

### Sexual dimorphism in MSL2-aneuploidy

It has been found that when an extra 2L chromosome arm is added into the genome in *Drosophila*, there are significant differences between the sexes^34^. In addition, the expression levels of sex biased genes with significant differences between normal females and males, and genes with no significant differences as non-sex biased genes were further analyzed to identify the sexual dimorphism in comparisons between trisomy aneuploid with normal diploid. All these results demonstrated a correlation between the inverse dosage effect and different sexes^34^.

In order to further determine the role of the MSL complex in sexual dimorphism based on its special role between females and males in these unbalanced genomes, ratio distributions of genes with sex-biased and non-sex-biased expressions in MSL2-trisomy 2L compared with trisomy 2L are also performed (Fig. 3A–F).

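The paper takes sex-biased genes from a comparison of normal diploid females and males. Here the trisomy 2L means themselves were used, and the means with and without MSL2 counted alike. This basis was set before the data were examined, with a test between libraries. The 2-fold limit took the place of that test once only group means were found. A transcript was called male-biased when the geometric mean of its male/female ratio with MSL2 and without MSL2 was at least 2 and female-biased when it was at most 0.5. This gave 3404 male-biased transcripts (16.8%), 1298 female-biased transcripts (6.41%) and 15550 non-biased transcripts (76.8%), of which 474, 300 and 2688 are on X. The same transcripts were used in metafemales, where 3108, 1174 and 14995 of them are listed. The means that define the classes also enter the MSL2 ratio in trisomy 2L, so other definitions were tried. Classes from the diploid male/female ratio of the authors' deposited table, chosen after the values had been seen, hold 7158 sex-biased transcripts.

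**Figure D2:**
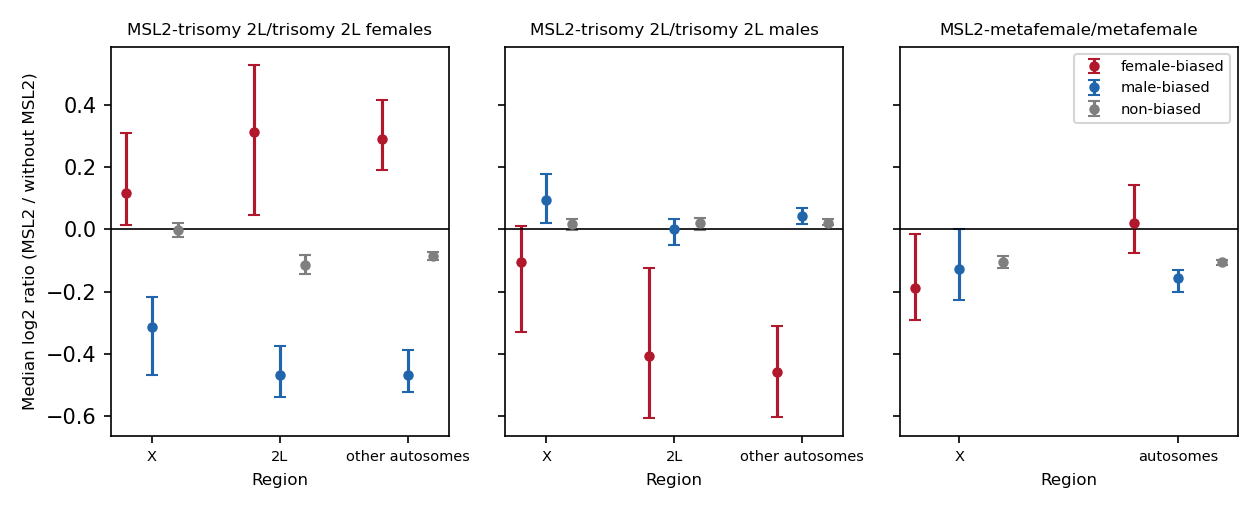
Median log2 ratio of MSL2 over no MSL2 for female-biased, male-biased and non-biased transcripts by region in trisomy 2L females, trisomy 2L males and metafemales, with 95% confidence intervals of the median over transcripts as bars. The 15550 non-biased transcripts have the narrowest bars, and the female-biased transcripts lie above them in females and below them in males of trisomy 2L, an order that classes from the means without MSL2 reverse.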

**Figure 3:**
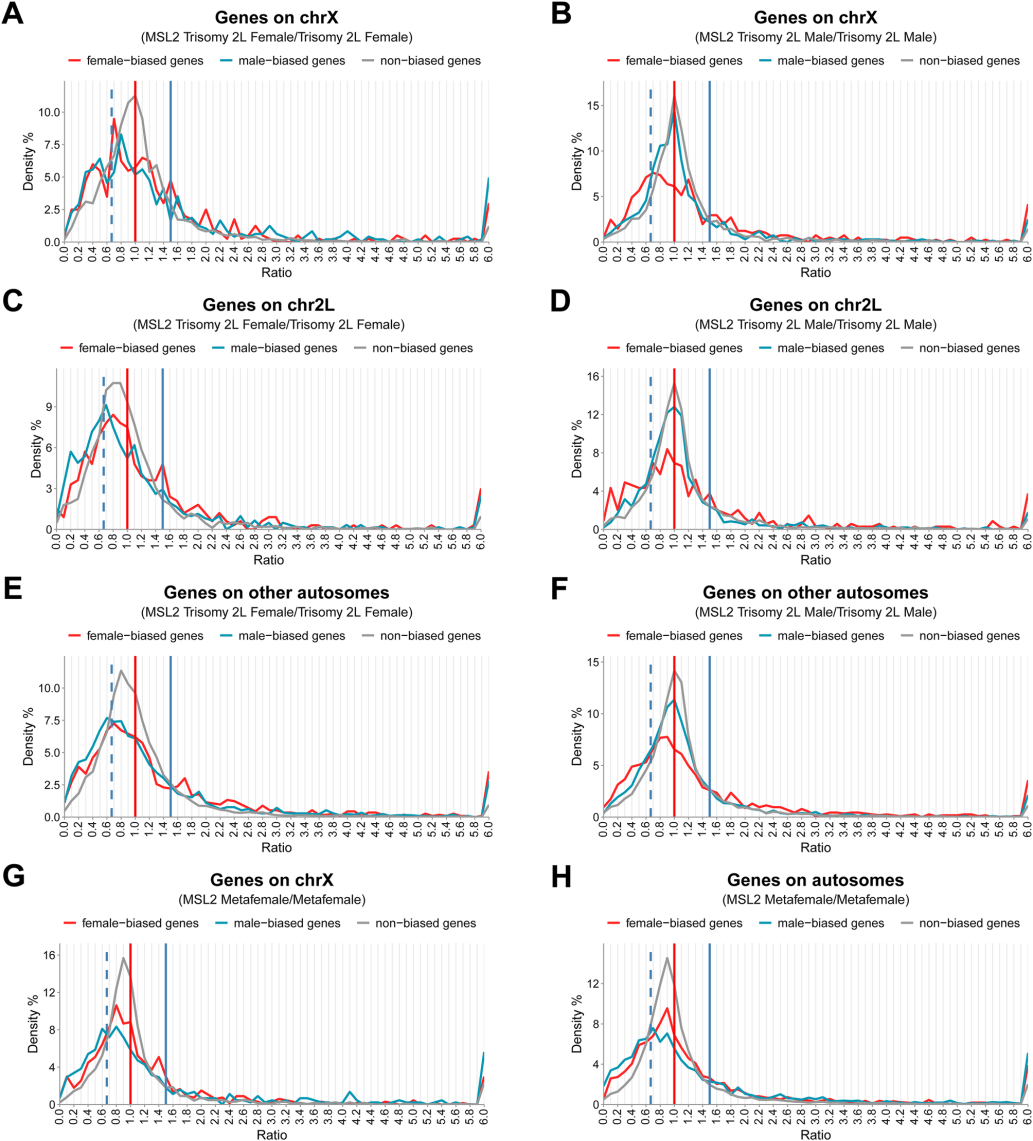
Ratio distributions of sex-biased genes and non-sex-biased genes. (**A**–**F**) Ratio distributions of sex-biased and non-sex-biased transcript isoforms in MSL2-trisomy 2L compared with trisomy 2L in females (**A**, **C**, **E**) and males (**B**, **D**, **F**). All genes are divided into X (**A**, **B**), 2L (**C**, **D**) and other autosomes (**E**, **F**) according to their positions on chromosomes. (**G**, **H**) Ratio distributions of sex-biased and non-sex-biased transcript isoforms in MSL2-metafemale compared with metafemale. All genes are divided into X (**G**) and autosomes (**H**) according to their positions on chromosomes. The vertical red solid line represents the ratio 1.00, the vertical blue solid line represents the ratio 1.50, and the vertical blue dashed line shows the ratio 0.67. The percentages of frequencies were plotted in bins of 0.1.

It is found that sex-biased genes on the X chromosome showed a decreased change with the center ratio around 0.67 (Fig. 3A, red line and blue line) in autosomal aneuploidy when de novo MSL complex is assembled on the X chromosome in females. 

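On the X chromosome of trisomy 2L females, the median log2 MSL2 ratio was 0.12 (95% confidence interval 0.012 to 0.31) for female-biased transcripts and -0.31 (-0.47 to -0.22) for male-biased transcripts. In bins of 0.1, the most frequent ratio was 0.80 for the female-biased and 0.30 for the male-biased class. Only 21 and 35 transcripts made up these peaks. The definition of sex bias changed the direction, since with classes from the trisomy 2L means without MSL2 the medians were -0.54 for female-biased and 0.47 for male-biased transcripts. With classes from the deposited diploid ratio, they were 0.0026 and -0.016.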

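Among the bins from 1.20 on that hold more X transcripts than both of their neighbours, the one with the most transcripts was at 1.30 for the female-biased class of trisomy 2L females, with 12 transcripts against 10 and 6 in the neighbouring bins. For the male-biased class, it was at 1.20, with 20 transcripts against 14 and 11. Such small counts can rise above their neighbours by chance, and this was not tested.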

More interestingly, besides the highest peaks around 0.67, some other peaks around 1.5 are also detected in respective comparisons. In contrast, non-biased genes on the X chromosome do not exhibit any obvious change with a highest peak still focused on a ratio of 1.0 (Fig. 3A, gray line). 

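Among the non-biased transcripts of X in females, the median MSL2 ratio was 0.997, or -0.0038 on the log2 scale (95% confidence interval -0.026 to 0.019). The bin at 1.00 held 289 of these transcripts, and 50.3% of them had a ratio below 1.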

Similar results are also found on the ratio distributions of male-biased and non-biased genes in the comparison of males (Fig. 3B, blue line and gray line). However, the female-biased genes on the X showed a different pattern, in which there are two different obvious peaks on the both sides of ratio 1.0, the highest peak around 0.67 representing the majority of genes that are decreased and a smaller peak around 1.25 meaning some other genes are increased (Fig. 3B, red line). 

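In males, the male-biased transcripts of X had a median log2 MSL2 ratio of 0.093 (95% confidence interval 0.021 to 0.18) and the non-biased transcripts of 0.016 (-0.0028 to 0.034). The highest bin was at 1.00 for both, with 44 male-biased and 418 non-biased transcripts. With the means without MSL2 as the basis of the classes, the male-biased median changed its direction to -0.19, and with classes from the deposited diploid ratio it was -0.033.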

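The female-biased transcripts of X in males had a median log2 MSL2 ratio of -0.10 (95% confidence interval -0.33 to 0.011). Their highest bin, with 19 transcripts, was at 0.20, and a second one at 1.20 held 13 transcripts against 7 and 8 in the bins beside it. The median mean expression of this class in males was 0.925 CPM. Its median log2 ratio was 0.88 with classes from the means without MSL2, in the other direction, and 0.0023 with classes from the deposited diploid ratio.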

When comparing the genes on the X chromosome between the sexes, it was found that both female-biased genes and non-biased genes have a similar response to the newly formed MSL complex in trisomy 2L aneuploids (Fig. 3A,B, red line and gray line), in which female-biased genes are decreased and non-biased genes are not changed. But the male-biased genes on the X expressed different consequences in different sexual comparisons when the complex is combined with the inverse dosage effect in aneuploids (Fig. 3A,B, blue line). 

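Relative to the non-biased transcripts of X, the male-biased transcripts lay at -0.31 (95% confidence interval -0.44 to -0.18) in females and 0.077 (-0.0035 to 0.16) in males on the log2 scale. The female-biased transcripts lay at 0.12 (-0.031 to 0.27) and -0.12 (-0.29 to 0.052). The difference between the sexes was not tested, because no replicate values were analysed, and the intervals cover only the number of transcripts.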

All these results illustrated that sex-biased genes on the X exhibit sexual dimorphism in these unbalanced genomes when the MSL complex is built up on the X chromosomes.

The sex-biased genes on the autosomes including 2L chromosomes and other autosomes are also compared in each sex. It is concluded that all the genes are brought to a lower expression level with the presence of the MSL complex in females (Fig. 3C,E), and the female-biased genes in males as well (Fig. 3D,F, red line). 

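On 2L of females, the median log2 MSL2 ratio was -0.12 for non-biased, -0.47 for male-biased and 0.31 (95% confidence interval 0.045 to 0.53) for female-biased transcripts. On the other autosomes of females, it was -0.086 for non-biased, -0.47 for male-biased and 0.29 (0.19 to 0.41) for female-biased transcripts. In males, the female-biased transcripts had medians of -0.41 (-0.61 to -0.12) on 2L and -0.46 (-0.60 to -0.31) on the other autosomes. Classes from the means without MSL2 changed the direction of all of these sex-biased medians. In females they gave 0.093 and 0.22 for male-biased and -0.54 and -0.62 for female-biased transcripts of 2L and the other autosomes, and in males they gave 0.82 and 0.93 for female-biased transcripts.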

And it is also found that female-biased autosomal genes express more decreased levels in females than in male. Furthermore, male-biased genes in females are more sensitive to the newly formed MSL complex and exhibit lower ratio distributions than female-biased genes (Fig. 3C,E). However, the male-biased and non-biased genes do not show any response to expressed MSL complex in males (Fig. 3D,F, blue and gray lines).

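For female-biased transcripts of the autosomes, the direct MSL2 ratio was below 1 for 39.6% on the other autosomes and 40.3% on 2L in females, and for 60.1% in both of these regions in males. With classes from the diploid ratio of the authors' deposited table, the medians of female-biased transcripts were -0.036 on the other autosomes and -0.084 on 2L in females, and 0.0093 and 0.0080 in males.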

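In females, male-biased minus non-biased transcripts gave -0.35 (95% confidence interval -0.44 to -0.26) on 2L and -0.38 (-0.45 to -0.31) on the other autosomes. Female-biased minus non-biased transcripts gave 0.43 (0.18 to 0.67) and 0.37 (0.26 to 0.49). The male-biased transcripts were lowly expressed, with a median mean of 0.890 CPM on 2L and 0.968 CPM on the other autosomes. With classes from the diploid ratio of the authors' deposited table, the medians of male-biased transcripts were -0.28 on 2L and -0.17 on the other autosomes.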

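In males, male-biased transcripts had a median log2 MSL2 ratio of 0.0020 (95% confidence interval -0.051 to 0.032) on 2L and 0.043 (0.016 to 0.067) on the other autosomes. Non-biased transcripts were at 0.018 (-0.0013 to 0.036) and 0.021 (0.013 to 0.032). The male-biased medians were -0.13 in both regions with classes from the means without MSL2, and -0.027 and -0.022 with classes from the deposited diploid ratio.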

When sex-biased genes on the X chromosome are compared with sex-biased autosomal genes, the distinct distribution pattern of X chromosome genes could be found in both sexes, especially in the females (Fig. 3,A,C,E). It is concluded that the X chromosome genes show a distinctive response to the MSL complex in trisomy 2L genomes.

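Random lists of X transcripts were matched to each class in size and mean expression. In females, the middle 95% of their medians extended from -0.085 to 0.076 for the female-biased class, which lay at percentile 99.9, and from -0.13 to 0.028 for the male-biased class, which lay below all lists. The means that define the classes also form the ratio, while the lists were not chosen by them, so these percentiles do not separate a response from that choice. With classes from the deposited diploid ratio, the X medians of females were 0.0026 and -0.016. Those classes hold other transcripts, and the lists were not matched to them, so these medians cannot be placed in the ranges above. In males, the X classes lay at percentile 0.80 for female-biased and 99.9 for male-biased transcripts. From the different patterns of sex-biased genes on X and on the autosomes in both sexes, the paper concludes that X chromosome genes respond to the complex in a way of their own.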

Similar analyses are also performed in the comparisons of MSL2-metafemales with metafemales to further determine the functions of MSL complex in aneuploids (Fig. 3G,H). It is demonstrated that male-biased genes showed stronger reaction to the new MSL complex in this genome than female-biased and non-biased genes (Fig. 3G,H), which is a similar pattern as the comparisons of autosomal genes in MSL2-trisomy 2L (Fig. 3C,E). 

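In MSL2-metafemales compared with metafemales, the male-biased transcripts had a median log2 ratio of -0.13 (95% confidence interval -0.23 to 0.0022) on X and -0.16 (-0.20 to -0.13) on the autosomes. The female-biased transcripts were at -0.19 (-0.29 to -0.016) on X and 0.019 (-0.075 to 0.14) on the autosomes, and the non-biased transcripts at -0.11 and -0.10. These classes come from trisomy 2L and share no mean with the metafemale ratios. On X, the intervals of the differences between biased and non-biased transcripts include 0, with -0.022 (-0.14 to 0.094) for male-biased and -0.083 (-0.22 to 0.057) for female-biased minus non-biased transcripts.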

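Between X and the autosomes of metafemales, female-biased transcripts had ratios below 1 in 57.1% and 49.0% of cases, and male-biased transcripts in 55.0% and 58.7%. Their numbers were 259 and 764 for the female-biased and 367 and 2102 for the male-biased class. Relative to non-biased transcripts of the autosomes, the female-biased class was at 0.12 (95% confidence interval 0.015 to 0.23) and the male-biased class at -0.052 (-0.089 to -0.016) on the log2 scale.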

Also, sex-biased genes on the X chromosome display more response to the new complex than the genes on the autosomes (Fig. 3G,H). The different consequences of gene expression changes between the X chromosome and the autosomes caused by the MSL complex are also identified in this unbalanced genome with one extra copy of the X chromosome.

### Gene coexpression networks in MSL2-aneuploidy

To gain a comprehensive understanding of gene expression relationships in unbalanced genomes and the functions of MSL complex, we performed weighted gene coexpression network analysis (WGCNA). We identified 6 independent gene-coexpression modules (Turquoise, Blue, Brown, Yellow, Green and Red) in the trisomy 2L dataset, and the number of genes they contained decreases progressively from 3,000 to 100 (Fig. 4A). The eigengene expression of the biggest Turquoise module is significantly decreased in trisomy 2L female and trisomy 2L male, and further decreased in MSL2-trisomy 2L females, but the overexpression of MSL2 has no effect on trisomy 2L males (Fig. 4A). The Blue module is close to the mirror image of the Turquoise module, in which the eigengene expression is increased in trisomy 2L, and further increased in MSL2-trisomy 2L female. These two modules show that most genes are affected by the inverse dosage effect in aneuploidy and the MSL complex seems to play a similar role to the effect of genomic imbalance, which is weakened in males. 

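Across 16205 transcripts with all the ratios compared here, the log2 MSL2 ratio of females had a rank correlation of 0.097 with the trisomy 2L female/diploid ratio of the authors' deposited table, and that of males had -0.097 with the trisomy 2L male/diploid ratio. Each of these pairs shares the trisomy 2L mean, which lowers the correlation by its noise. Where no mean is shared, the MSL2 ratio of females had a correlation of 0.23 with the trisomy 2L male/diploid ratio of the authors' deposited table, and the MSL2 ratio of males had 0.051 with the trisomy 2L female/diploid ratio. The correlations are across transcripts, which are not independent replicates, and 15 pairs of ratios were compared.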

The function of the Turquoise module is mainly enriched in cytoplasmic translation and cellular macromolecule catabolic process (Fig. 4B). We speculate that the interaction between the MSL complex and genomic imbalance involves various transcription factors, which are considered to be dosage-sensitive, to regulate gene expression, and we verified that this module contained a relatively high number of transcription factors (Fisher’s exact test pvalue = 0.042). Another module containing a high number of transcription factors is the Yellow module (Fisher’s exact test pvalue = 5.98e−7). It displays a different pattern in that the overexpressed MSL2 produced different responses in female and male based on the dosage effect, specifically down-regulation in aneuploid female and up-regulation in aneuploid male (Fig. 4A). This module is enriched for mRNA metabolic process and regulation of organelle organization. The Brown and Red module represent two major categories of genes that are expressed with sex bias. The Green module is a subset of genes that showed a large variation in males. The expression pattern of eigengenes can be perfectly reproduced at the level of individual genes and samples (Fig. 4C).

**Figure 4:**
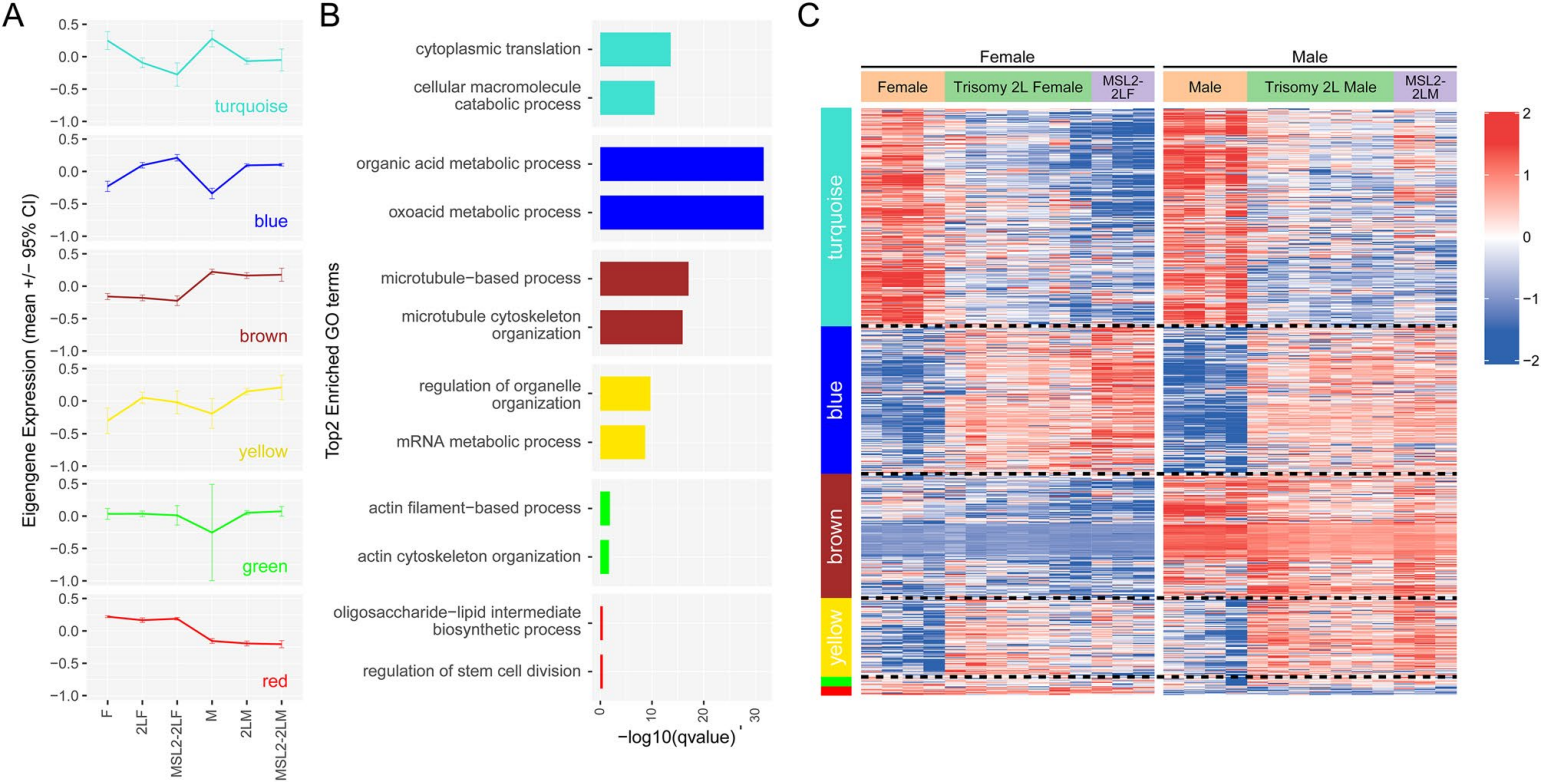
Weighted gene coexpression network analysis (WGCNA) of autosomal aneuploidy *Drosophila*. (**A**) Dot and line plots showing the eigengene expression (mean ± 95% confidence interval) of each gene-coexpression module by genotypes in autosomal aneuploidy groups. The modules are ordered according to the number of genes they contain. F, female; 2LF, trisomy 2L female; MSL2-2LF, MSL2-trisomy 2L female; M, male; 2LM, trisomy 2L male; MSL2-2LM, MSL2-trisomy 2L male. (**B**) Top two GO term enrichments for each module. (**C**) Heatmap showing the expression level of genes in every coexpression module in autosomal aneuploidy groups. Each column is a biological repetition and each row is a gene. Hierarchical clustering is carried out only within the module and genotype groups. The horizontal dotted lines divide the four largest modules. The 10,000 genes with the highest average expression were involved in the coexpression network analysis. Gray modules are not considered in the plots because they represent unclustered genes.

We also performed WGCNA in our metafemale dataset and found 5 modules (Fig. S2). The largest module shows a decrease trend in metafemales and a further decline in MSL2-metafemales (Fig. S2A), similar to the autosomal aneuploidy. 

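In metafemales, the rank correlation of the log2 MSL2 ratio with the metafemale/diploid ratio of the authors' deposited table was -0.013 across the same transcripts, a pair that shares the metafemale mean. Both ratios of the pair were on the same side of 1 for 52.3% of the transcripts in the authors' deposited table. The sign of the correlation changed with a minimum of expression. It was 0.038 at a mean of at least 1 CPM and 0.099 at a mean of at least 10 CPM, where 54.8% were on the same side.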

Its functions are enriched in ubiquitin-dependent protein catabolic process and modification-dependent macromolecule catabolic process (Fig. S2B). It can be noted that the modules showing an inverse dosage effect (Turquoise) in autosomal aneuploidy and sex chromosomal aneuploidy both involve macromolecular complexes, which indicates the effects of genomic imbalance maybe related to the altered stoichiometry of the components of macromolecule complexes. Similarly, this module is enriched with more transcription factors (Fisher’s exact test *P* value = 5.83e−21). In general, the gene coexpression networks in autosomal aneuploidy and sex chromosomal aneuploidy displays a certain similarity about the interaction of MSL complex and genomic imbalance, and the regulatory of transcription factors. The effect of genomic imbalance may result by the altered relative expression of members of complexes although modulation of transcription factors will have a cascading effect.

### Differentially expressed genes in MSL2-aneuploidy

To determine the variation of aneuploidy and the effect of the MSL complex on gene expression in aneuploids, we analyzed the differential gene expression in RNA sequencing data. The number of differentially expressed genes (padj < 0.05) in comparisons of trisomy/normal diploids and MSL2-trisomy/trisomy are shown in Venn diagrams (Fig. 5A,B; Fig. S3, A and B). It is illustrated that the inverse dosage effect produced by the extra copy of 2L in trisomic aneuploids occurs for much more differentially genes in males (male = 8415) than in females (female = 5387) (Fig. 5A,B), which is coincident with previous results of sexual dimorphism in unbalanced genomes. It is indicated that males are less able to maintain genomic expression homeostasis when disturbed by autosomal aneuploidy. 

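The numbers of differentially expressed genes rest on read counts of single libraries and cannot be recomputed from group means. As a measure without a test, the share of transcripts with at least a 2-fold difference was taken over transcripts listed in every group. Of 16205 such transcripts, 28.4% (95% Wilson interval 27.7 to 29.1) differed at least 2-fold between trisomy 2L and diploid females in the authors' deposited table and 31.3% (30.6 to 32.0) between trisomy 2L and diploid males. Among those with a mean of at least 10 CPM, the shares were 22.7% and 26.2% in the authors' deposited table. For transcripts listed in every group, here and below, this minimum was set on 2 means without MSL2. They are the trisomy 2L mean of both sexes and the metafemale mean. Of the differing transcripts, 42.4% were lower in trisomy 2L females and 42.6% in trisomy 2L males in the authors' deposited table. With the minimum of 10 CPM, these shares were 25.9% and 25.4%. The minimum acts on the numerators of the ratios and so removes transcripts that are low in the aneuploids. The smaller shares may come from this choice.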

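At least a 2-fold difference from the diploid was found for 4599 transcripts in trisomy 2L females and 5067 in trisomy 2L males in the authors' deposited table, and for 2684 in both. If both sets were independent, 1438 transcripts would be shared in the authors' deposited table. Of the shared transcripts, 88.5% changed in the same direction in both sexes in the authors' deposited table. Both sexes also share the stocks compared and any remaining difference between sequencing batches. The excess over independent sets therefore cannot be assigned to the extra copy of 2L alone.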

A substantial number of genes are differentially expressed in both trisomy 2L males and females (3337, *P* value < 2.2 e−16), indicating the similarity of the effects of the same chromosome trisomy on organisms.

**Figure 5:**
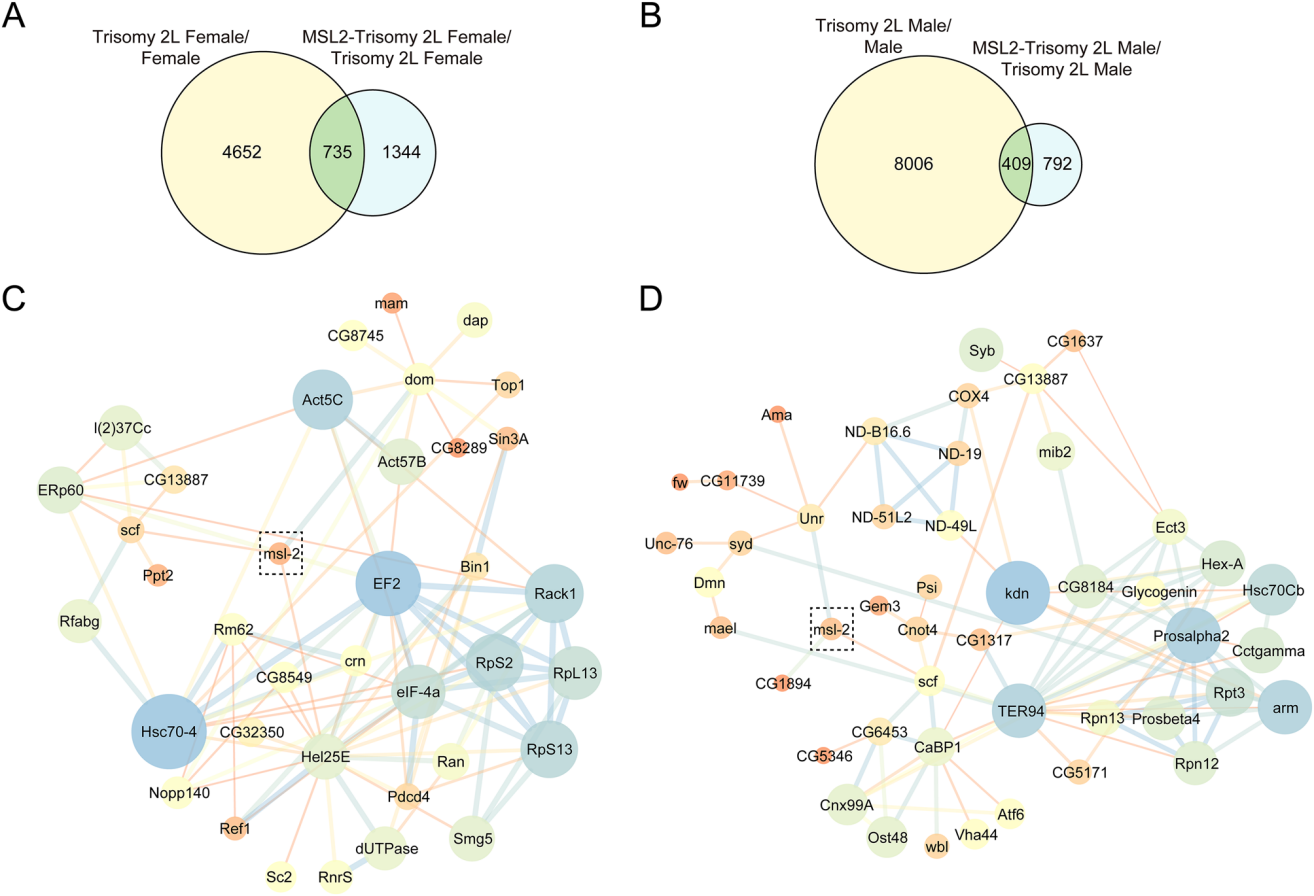
Protein–protein interaction (PPI) networks of the genes affected by both aneuploidy and MSL complex. (**A** and **B**) Venn diagrams show the number of differentially expressed genes in MSL2-trisomy 2L/trisomy 2L females (**A**) and males (**B**). Genes with padj lower than 0.05 are selected as differentially expressed genes. (**C** and **D**) The differentially expressed genes from trisomy 2L/normal diploid and MSL2-trisomy 2L/trisomy 2L in females (**C**) and males (**D**) are intersected to generate the PPI networks. Only common genes which are associated with *msl-2* and have the shortest path less than two edges in female or three edges in male are shown. The nodes in dotted box show the gene *msl-2*. The thickness of the edge refers to combined score, and the size of the node is representative of degree.

When de novo MSL complex is assembled in trisomy 2L females, there is a total of 2079 differentially expressed genes induced by the presence of the MSL complex and inverse dosage effect, 735 of which are simultaneously regulated by the inverse dosage effect only (Fig. 5A). Interestingly, the number of total differentially expressed genes influenced by these two factors together in males is 1201, which is also about half the number as that in females (Fig. 5B). It is coincident with the previous results of RNA-seq that the de novo MSL complex affects much more global expression levels in females than in males. Furthermore, the number of common regulated genes in males is 409 by the inverse dosage effect, which is almost 1/3 of the total differentially expressed genes (409/1201) in males (Fig. 5B). 

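With MSL2, 21.1% (Wilson interval 20.5 to 21.7) of the transcripts changed at least 2-fold in trisomy 2L females and 15.4% (14.8 to 15.9) in trisomy 2L males, without a test of single transcripts. The lower group made up 63.8% of the changed transcripts in females and 53.6% in males. At a mean of at least 10 CPM, 12.7% changed in females and 7.17% in males. Among genes with a mean of at least 1 CPM, the largest falls in females were those of CR46034, from 27.0 to 0.0118 CPM, CG42716, from 2.19 to 0.0051 CPM, and CG40178, from 6.31 to 0.0299 CPM. The largest rises in females were those of CG8086, from 0.0060 to 2.31 CPM, RpS2, from 169 to 26912 CPM, and tefu, from 0.0736 to 5.72 CPM. In males, the largest falls were those of CG4095 (log2 ratio -9.15), CG15099 (-7.48) and CG32846 (-6.78), and the largest rises those of kcc (6.99), Eaat1 (6.22) and Hsp22 (5.48). These genes were picked by a rule set before the data were examined, except that no p-value or overlap of replicates could enter it. A ratio this large against a mean near 0 has no known error.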

More interestingly, a similar ratio (735/2097) is also identified in females when the complex is formed (Fig. 5A). Based on these results, the relationship between the MSL complex and the global gene expressions in aneuploids is further confirmed.

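Over the transcripts listed in every group, 34.0% (95% Wilson interval 33.2 to 34.7) differed at least 2-fold between metafemales and diploid females in the authors' deposited table. At a mean of at least 10 CPM, this share was 25.3% in the authors' deposited table. Such a share also grows with the noise of the means, and fewer libraries are listed for metafemales than for trisomy 2L. The interquartile range of the log2 ratio over all transcripts listed in every group was 1.29 for metafemales in the authors' deposited table, 1.23 for trisomy 2L females and 1.32 for trisomy 2L males. At a mean of at least 10 CPM, it was lowest for metafemales in the authors' deposited table, with 1.10 against 1.17 for trisomy 2L females and 1.24 for trisomy 2L males.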

We also compared the gene expression of sex-chromosomal trisomy (metafemale) with that of autosomal trisomy, and found that gene expression of metafemales was less affected than that of autosomal aneuploidy (Fig. S3A). This phenomenon may be due to the fact that autosomal aneuploidy is more detrimental to organisms. The effect of overexpression of MSL2 appears to be greater in both metafemales and trisomy 2L females than in males (Fig. S3B), coincident with the previous results that the de novo MSL complex showed greater effect in females than in males.

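In metafemales, 20.4% (Wilson interval 19.8 to 21.1) of the transcripts changed at least 2-fold with MSL2, and 10.7% of those with a mean of at least 10 CPM. The interquartile range of the log2 MSL2 ratio was 0.75 in metafemales, 0.88 in trisomy 2L females and 0.62 in trisomy 2L males. The largest falls among genes with a mean of at least 1 CPM in metafemales were those of CG7227, from 7.42 to 0.0115 CPM, Drsl2, from 23.0 to 0.0739 CPM, and CG8051, from 17.6 to 0.178 CPM. The largest rises were those of CG5167, from 0.787 to 251.7 CPM, CG13315, from 143.1 to 37759.5 CPM, and CG34105, from 0.0952 to 5.54 CPM.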

### Global expression patterns of RNA transcripts in MSL2-aneuploidy embryos

The inverse dosage effect produced by genomic imbalance in aneuploids exhibits global regulation on gene expression, and the ectopically expressed MSL2 also showed extensive impact in aneuploidy. In order to determine the relationship of the MSL complex and the inverse dosage effect, protein interaction analysis was further performed on the common differentially expressed genes in trisomy 2L and MSL2-trisomy 2L. Since there may be natural differences between sexes, females and males are analyzed separately (Fig. 5C,D). A protein–protein interaction (PPI) network diagram was drawn containing proteins within 2–3 edges of *msl-2* at the shortest distance, with *msl-2* as the center. In the protein interaction network, genes with high expression level, direct interaction with MSL-2, and indirect interaction with high degree of connectivity were selected as candidate genes. In addition, a glucose metabolism-related gene *Mal-A3* and a non-coding RNA *CR45570* were selected, and the components of MSL complex were also included in the subsequent analysis. 

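In larvae, msl-2 itself, on 2L from 3462218 to 3466112, rose with MSL2 from 20.1 to 176.9 CPM in trisomy 2L females, from 52.8 to 266.2 CPM in trisomy 2L males and from 8.31 to 95.3 CPM in metafemales, with all transcripts of the gene summed. The transgene encodes the same protein, and transgenic and endogenous reads are not separated in the means. Among the other components, the log2 MSL2 ratio was -0.16 for msl-1, -1.03 for mle, -0.065 for mof and 0.56 for roX1 in trisomy 2L females. In trisomy 2L males, msl-1 stood at 0.058, mle at -0.46, mof at -0.070 and roX1 at 0.35. In metafemales, mle fell from 4.16 to 1.74 CPM and roX1 from 11.6 to 7.15 CPM, while roX2 rose from 0.331 to 0.721 CPM. The log2 ratio of roX2 was 0.22 in trisomy 2L females, 0.83 in trisomy 2L males and 1.12 in metafemales, and that of Sxl was -1.06, -0.39 and -0.24. The glucose metabolism gene Mal-A3, on 2R from 8455909 to 8457892, fell from 254.1 to 59.8 CPM in trisomy 2L females and from 62.0 to 40.5 CPM in metafemales and rose from 148.4 to 171.6 CPM in trisomy 2L males. CR45570, on 3R from 30404429 to 30404989, is listed at 0.486 CPM in trisomy 2L females, 0.365 CPM in trisomy 2L males and 3.65 CPM in metafemales and has no mean in any MSL2 group. In trisomy 2L females, the log2 ratio was 0.66 for Hel25E, 0.0059 for TER94, 0.24 for ERp60, 1.77 for Vha44, 0.44 for scf, -0.067 for Hsc70-4, 0.53 for ND-B16.6 and -0.33 for Ran. Vha44 was at -1.05 in trisomy 2L males and 0.95 in metafemales, and ND-B16.6 at 0.093 and -1.14. RpS2, on 2L from 9896265 to 9897552, had a log2 ratio of 7.31 in trisomy 2L females, 5.32 in trisomy 2L males and 0.033 in metafemales, and 1 of its transcripts carried the rise in trisomy 2L. CG1894 was at 0.103 CPM without MSL2 in trisomy 2L females and at 11.6 CPM in trisomy 2L males, with log2 ratios of -1.38 and -2.11. No error of any of these values is known.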

All detailed information about these genes and their functions are listed (Table 1 and S3).

**Table 1:** The expression of candidate genes in embryo-FISH. Up- or down-regulation in the table represent significant differences (Student’s *t* test *P* < 0.05) in gene expression based on the analysis of relative fluorescence intensity of FISH.

Genes	Chromosome	Function	Stage 1–5		Stage 6–11		Stage 12–13		Stage 14–17	
			Trisomy 2L/normal	MSL2-Trisomy 2L/Trisomy 2L	Trisomy 2L/normal	MSL2-Trisomy 2L/Trisomy 2L	Trisomy 2L/normal	MSL2-Trisomy 2L/Trisomy 2L	Trisomy 2L/normal	MSL2-Trisomy 2L/Trisomy 2L
*Hel25E*	2L	ATP-dependent RNA helicase WM6; Required for mRNA export out of the nucleus	–	–	Up	–	–	Down	Up	–
*RpS2*	2L	40S ribosomal protein S24; Structural constituent of ribosome; Nucleotide binding	Down	Down	Down	Down	–	Down	–	Down
*msl-1*	2L	Components of MSL complex; DNA binding; organization of MSL complex	Down	–	Down	Down	Down	Down	–	Down
*mle*	2R	Components of MSL complex; 3'–5' RNA/DNA helicase activity	–	–	Down	–	–	–	–	–
*Mal-A3*	2R	Maltase A3; cation binding; catalytic activity; Alpha-1,4-glucosidase activity; Belongs to the glycosyl hydrolase 13 family	Down	–	Down	–	Down	Down	–	Down
*TER94*	2R	Transitional endoplasmic reticulum ATPase; Golgi stacks fragmentation and reassembly; Transitional endoplasmic reticulum formation	Down	–	UP	Down	Down	–	Down	Down
*ERp60*	2R	Protein disulfide isomerase activity; Protein folding; Cell redox homeostasis	Down	Up	Down	–	Down	Down	–	Down
*Vha44*	2R	V-type proton ATPase subunit C; Acidify Intracellular compartments in eukaryotic cells	Down	Up	Down	Up	Down	–	Down	–
*scf*	3L	Supercoiling factor (*scf*) encodes two polypeptides: DCB45 and its N-teminally truncated form Scf	Down	–	Down	–	Down	–	Down	–
*Hsc70–4*	3R	Heat shock 70 kDa protein cognate 4; Chaperone binding; unfolded protein binding; ATPase activity	–	–	Down	Up	Down	Up	Down	Up
*CG1894*	3R	Histone acetyltransferase activity	Down	Up	Down	Down	Down	–	–	Down
*CR45570*	3R	Unknown	Down	Down	Down	Down	–	Down	–	Down
*roX1*	X	Components of MSL complex; Long non-coding RNA on the X 1	Down	–	Down	Up	Down	Up	Down	Down
*mof*	X	Components of MSL complex; H4-K16 specific histone acetyltransferase activity	Down	–	–	–	–	Down	–	Down
*ND-B16.6*	X	NADH dehydrogenase (ubiquinone) B16.6 subunit, isoform A; NADH dehydrogenase activity	Down	Down	–	Down	Down	Down	–	Down
*Ran*	X	GTP-binding nuclear protein Ran; GTPase involved in nucleocytoplasmic transport; proteins and RNAs import and export from the nucleus	Down	–	Down	Down	–	Down	Up	Down

Because the aneuploid embryos are associated with some detrimental developmental problems, TSA (Tyramide Signal Amplification)-FISH technique was used to analyze the expression patterns of MSL complex components and candidate genes in *Drosophila* embryos, so as to reveal the mechanism of action of MSL complex and its target factors in aneuploidy (Fig. 6). Furthermore, the quantitative analyses of these RNA transcripts are further tested to determine their functions and validate the global changes of RNA-seq (Fig. S4).

**Figure 6:**
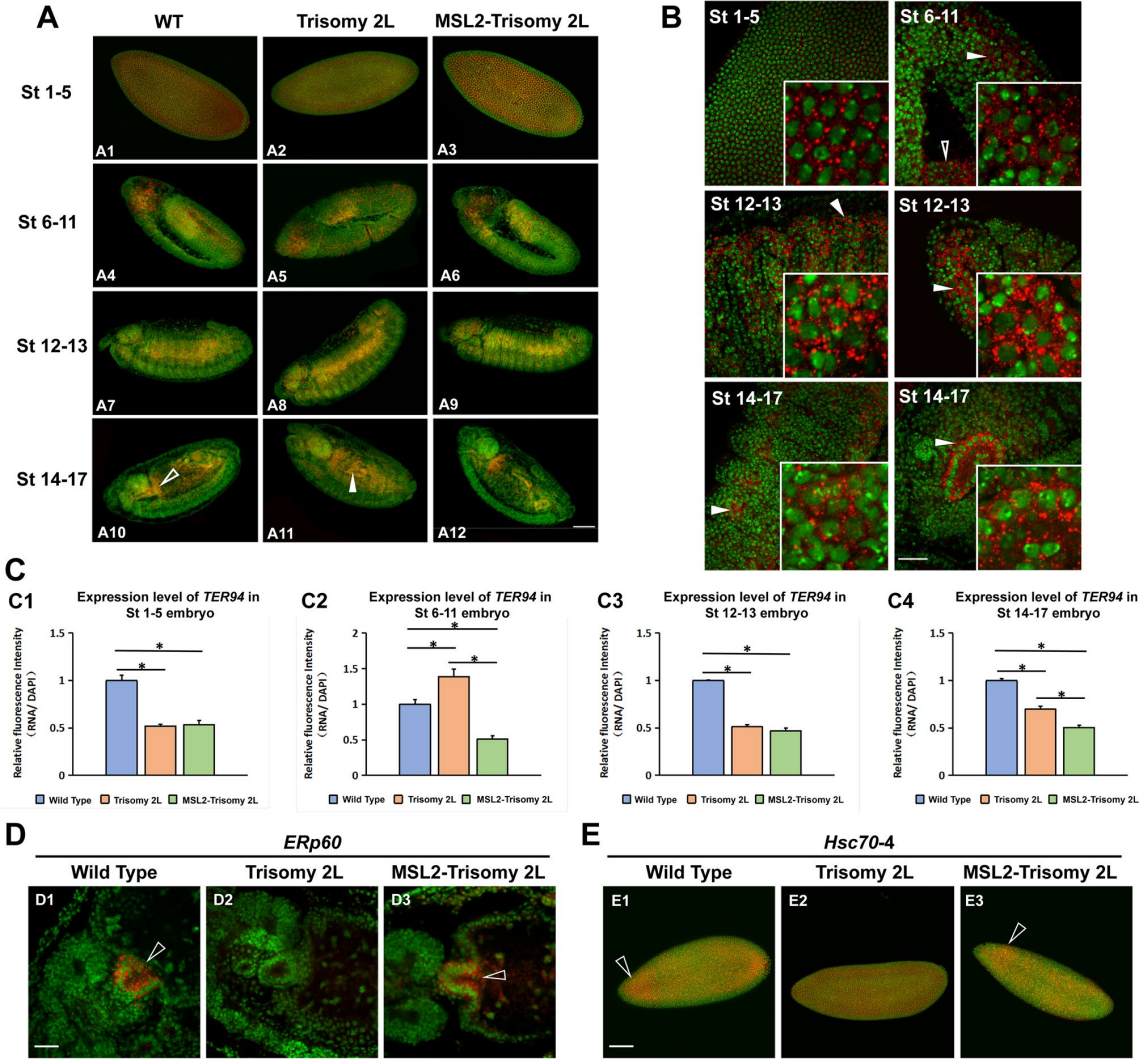
Embryo-FISH. (**A**–**C**) Embryo-FISH of candidate gene *TER94*. (**A**) *TER94* RNA expression patterns in entire embryo. The genotype of the sample is shown in the horizontal axis above, and the development stage of the sample is shown in the left vertical axis. The red pseudo-color is the signal from probe and the green pseudo-color is the signal from nucleus. Scale bars, 80 μm. (**B**) *TER94* RNA subcellular location patterns in wild type embryos. The image shown at the bottom right shows a locally enlarged subcellular localization pattern. Scale bars, 30 μm. (**C**) Relative fluorescence intensity of *TER94* RNA signal in trisomy 2L and MSL2-trisomy 2L compared with normal diploid. The relative fluorescence intensity is determined by comparison with DAPI signal. The expression of wild-type embryos at each stage of development are set at 1. Asterisk denotes a p-value < 0.05 by two-tailed Student’s t tests. (**D**–**E**) Changes of transcript localization of *ERp60* (**D**) and *Hsc70-4* (**E**) in trisomy 2L and MSL2-trisomy 2L. Scale bars, (**D**) 30 μm; (**E**) 80 μm.

As for MSL complex components, the expression range of roX1 is the widest and transcript localization is found almost throughout the embryo. The subcellular location pattern of roX1 is accumulated in a subset of nuclei, and MSL-1 and MOF show perinuclear localization, while MLE has a cytoplasmic localization (Fig. S4). The expression level of MLE is barely affected in aneuploidy and the ectopic expression of MSL2, while other components of MSL complex are changed significantly. The decrease of the expression level of MOF, a histone acetyltransferase, in early embryos may affect the expression of other genes in the same developmental period. The expression of *roX1* and *msl-1* are inhibited in aneuploidy at most stages of trisomic embryo development. As an important platform for the targeting and assembly of the MSL complex, the decreased expression levels of these two components may lead to the decrease of the overall dose of the MSL complex in the embryo. After ectopic expression of the MSL2 protein, the expression levels of MSL components were affected to varying degrees and most of them were inhibited by the overexpression of MSL2, except *mle* that does not respond to the dosage change of MSL2 (Table 1).

For the candidate target genes, the most prevalent localization pattern is perinuclear localization and cytoplasmic localization. 2L aneuploidy resulted in a significant reduction in expression levels of 75% of detected genes, and 67% of these genes returned to normal expression levels in later embryonic development (Table 1). The ectopic expression of MSL2 can further lower the expression of most detected genes in the embryonic stage, especially in the later stage of development, on the basis of trisomy. In addition, the transcripts of all detected genes were significantly distributed in the brain, midgut and salivary glands, suggesting that MSL2 can interfere with the physiological function and tissue structure of an aneuploid nervous system and digestive system by regulating the expression of MSL complex components and candidate factors (Fig. S4). More interestingly, aneuploidy and the MSL complex affect the transcript localization of *ERp60* and *Hsc70-4* (Fig. 6D,E).

Based on the results of TSA-FISH, ectopically expressed MSL2 may regulate the expression of the candidate genes involved in the interaction of genomic imbalance and the MSL complex, expand the regulatory range of gene expression in aneuploidy, and mediate a variety of biological processes, such as organic metabolism and cell apoptosis, so as to affect the abnormal phenotypes of aneuploidy. The results of TSA-FISH illustrate that the effects described above for larvae also generally occurs in the embryonic stages and that the effects can be visualized on the cellular level with absolute as well as relative quantification.

## Discussion

It has been found that altering the dosage of individual chromosomes has more detrimental effect on the phenotypes than changing the whole set of chromosomes due to genomic imbalance^5^, a complicated phenomenon involving a stoichiometric relationship of regulatory molecules on the varied chromosomal segments and the remainder of the genome^5,43^. And the relative dosage of chromosome segments is vital for the global gene expression, in which any target gene could be modulated by different regions of the genome. The gene dosage effects are produced by variations in the number of chromosomes, any chromosomal segments, or even some individual genes in genomic imbalance, including gene dosage effects and inverse dosage effects, which is the predominant response in aneuploidy^19,22,44^. It has been concluded that the global inverse dosage effect caused by trisomy 2L^34^ or metafemales^21^ exhibited similar decreased expression patterns across the unbalanced genomes, and only the genes on the varied chromosomes show dosage compensation, which is contributed by the interactions between the gene dosage effect (3/2) and the inverse dosage effect (2/3) simultaneously.

In normal males, the X chromosome is a modified monosomic situation that has evolved to be viable, and the inverse dosage effect caused by the half-dose X chromosome plays a role to modulate gene expression to achieve compensation. In order to balance the expression pattern across the genome, the MSL complex, only present and accumulated on the X chromosome in normal male *Drosophila* (Fig. S1E) concentrates histone modifications such as H4K16Ac, and H3S10 that typically are associated with increased gene expression^29,45–48^. It also recruits molecular inhibitors to counteract these up-regulated genes to maintain the doubled regulation in males^21,30,40^. To date, it is concluded that the MSL complex and the inverse dosage effect produced by the X chromosome monosomy collaborate together to achieve the dosage compensation of X chromosome and the balance of the whole genome^21,26,30,40,49^.

Interestingly, some results have shown that ectopically assembly of the MSL complex on the female X chromosomes in normal diploid does not result in twofold up-regulation of gene expression even with an increased level of H4K16Ac modification, indicating the repressive mechanism of the complex to counteract high level of histone modifications^50–52^. And this repressive function is also confirmed by the different consequences of over-expressed MOF in females and males in which MOF increases expression only the absence of the MSL complex^40^. Meanwhile, no obvious sexual differences have been detected when MSL is overexpressed in diploids, illustrating the equilibrium between accumulated histone modifications and some inhibitory factors in genomic balance.

Since the MSL complex plays important regulatory roles in histone modifications during dosage compensation and inverse dosage effects in aneuploids, we compared the global expression levels of MSL2-aneuploids with those aneuploids using normal diploids as controls to investigate the interactions between the MSL complex and genomic imbalance on global gene expression.

It is found that the majority of the X linked genes do not show any increased expression levels even with the H4K16Ac modification levels present on the X chromosome, especially in females. It is illustrated that the de novo MSL complex assembly on the X chromosomes does not directly induce any increased expression of X chromosome genes in these unbalanced trisomic female genomes, which is coincident with the previously published results in normal diploid genomes^40^. On the contrary, it was found that the expression of X chromosome genes is further decreased on the basis of aneuploidy levels in both MSL2-trisomy 2L and MSL2-metafemales, suggesting that the assembly of the MSL complex includes an inhibitory effect on gene expression on the X chromosome, which counteracts the high levels of histone acetylation. In addition, the gene expression level of the autosomes in aneuploid females also decreased significantly, which may be due to the sequestration of histone modification factors to the X chromosome such as acetyltransferase, which were originally present on all chromosomes, resulting in the decrease of autosomal transcription activation and gene expression. These results are in accordance with the previous data of autosomal gene expression changes in normal diploid using autosomal *mini-white* reporter genes based on northern blots^40^. All the above data illustrate that the MSL complex mediates a stronger inhibitory function on gene expression by modulating histone modifications in genomic imbalance. Studies have shown that the altered regulatory stoichiometry is a major contributor to genomic imbalance, which is probably not related with DNA methylation based on the global analyses in different aneuploids^9^. And some other results illustrated an increased DNA methylation has been found in human trisomy aneuploids^53,54^. Generally, it has been believed that DNA methylation and histone modifications are related with dosage compensation in animals^55,56^. But how the genomic imbalance influences the MSL complex to mediate histone modifications or any other epigenetic modifications and affect the global gene expression across the unbalanced genomes in details is still unclear.

To explore these interactions, functions associated with histone modifications and chromatin epigenetic modifications in each contrast are also enrichment analyzed with the differentially expressed genes (Fig. S3, C and D). It is found that different histone modifications, including acetylation, methylation and so on, are involved in distinct responses in these unbalanced genomes when ectopically assembled MSL complex (Fig. S3C), consistent with its function to override a high level of histone modifications^40^. And similar diverse regulation of chromatin organization was also discovered in modulating the genomic imbalance (Fig. S3D), coincident with the function of a chromatin remodeler, ISWI, during dosage compensation^57^. All these results indicate that the MSL complex might affect the global expression of genomic imbalance through post-translational modifications of core histones and altering the dynamic status of chromatin compaction.

In the previous studies, sexual dimorphism has been demonstrated in unbalanced genomes^34^. To further investigate how the MSL complex mediates global expression in genomic imbalance between different sexes, we found that the overexpression of MSL2 has more critical effects in trisomic 2L females and metafemales than in trisomy 2L males, which is probably because MSL2 initiates the assembly of the MSL complex in females, but in males the endogenous MSL complex is already present. More interestingly, there is no obvious changes of X chromosome genes when MSL is de novo recruited by over-expressed MSL2 protein in normal diploid females and males^40^. It is also further confirmed that the interactions between the effect of aneuploidy and the MSL complex would result in the changes of global gene expression and sexual dimorphism, and this result is also easily distinguished based on gene coexpression analyses (Fig. 4; Fig. S2). Also, the expression of genes on the altered dosage of chromosomes was also decreased to an extent when de novo MSL complex is over-expressed in these unbalanced genomes, which further proves that the MSL complex has some dynamic functions of coordinating the global expression across the genome.

In addition, sex-biased genes showed a stronger response to MSL2 overexpression than non-sex-biased genes in aneuploid females including 2L trisomy females and metafemales, in which the ratio of non-sex-biased genes is still close to 1 meaning no change. However, both the female and male biased genes showed significant decreases, especially the male biased genes, with the peak of ratio dropping to nearly 0.67, which seems to be similar to the inverse dosage effect of aneuploidy. In order to further identify the reasons, similar analyses of the overexpression of MSL2 in normal diploid *Drosophila* are also conducted, and in MSL2-diploid only a minor decrease of female-biased genes in female *Drosophila* is found rather than any expression changes of male-biased genes and non-sex-biased genes (Fig. S5). Therefore, it is concluded that the overexpression of MSL2 could produce regulatory effects on sex-biased genes and induce sexual dimorphism in unbalanced genomes, but not in a balanced situation, indicating sex-related interactions between the MSL complex and the inverse dosage effect in aneuploidy as well.

To further determine their intersection, the ratio distributions of several genes associated with different functional categories, including mitochondria, ribosome, signal transduction and transcription factor, are also analyzed when comparing MSL2-aneuploid with relative aneuploidy based on the controls of normal diploids (Fig. S6). It is found that most of the genes exhibit similar ratio distributions as the genome changes in both autosomal and the X chromosome aneuploids. However, the expression level of mitochondria associated genes in MSL2-trisomy 2L aneuploidy has been brought back to the level of wild type in females, in which the ratio distribution is around 1.0 (Fig. S6A), indicating the MSL complex relieves the inverse dosage effect in these unbalanced situations. In contrast, there is no changes identified in males (Fig. S6, E, F, G and H), which is a similar trend as its distribution in MSL-metafemale (Fig. S6, I, J, K and L). 

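The paper took its mitochondria associated genes from GO annotation and does not print the list. Here genes were taken by symbol instead, as those that start with mRpL, mRpS, ND-, COX, ATPsyn or UQCR, before the data were examined. These symbols cover the mitochondrial ribosome and only part of the respiratory complexes, since genes under other symbols are left out. The set may therefore differ from the paper's. For these genes, the median ratio of trisomy 2L females to diploid females in the authors' deposited table was 0.916 (95% confidence interval 0.859 to 0.965) over 247 transcripts without MSL2 and 1.14 (1.08 to 1.19) over 231 transcripts with MSL2. The direct MSL2 ratio of 235 transcripts of 133 genes had a log2 median of 0.31 (0.25 to 0.34), above all random lists matched on expression. It stayed above 0 under every scaling tried, from 0.25 with equal column totals to 0.40 with the trimmed-mean scaling. In the same females, all 7 Sgs and Eig71E genes, which change before pupariation, were lower with MSL2, with a median log2 ratio of -3.70. A difference in larval age between the groups could therefore contribute to the mitochondrial value and was not tested for it.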

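In males, the same mitochondrial genes had a median ratio to diploid males of 0.955 (95% confidence interval 0.899 to 1.03) without MSL2 and 0.910 (0.843 to 0.985) with MSL2 in the authors' deposited table. Their direct log2 MSL2 ratio was -0.030 (-0.095 to 0.013) in males. In metafemales, the median ratio to diploid females was 1.09 without MSL2 and 1.07 with MSL2 in the authors' deposited table, and the direct log2 ratio was 0.0093 (-0.044 to 0.040). The metafemale value changed sign with column totals without the most abundant transcripts (-0.047), with equal column totals (-0.26) and with each pseudocount (-0.0037 to -0.0031). With the trimmed-mean scaling, the metafemale value rose to 0.098. A common factor does not affect the comparison with random lists of the same expression, among which the set lay at percentile 1.74 in males and 99.0 in metafemales.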

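For ribosomal protein genes, taken as the genes with an RpL or RpS symbol, the median ratio to the diploid of the same sex in the authors' deposited table was 0.859 (95% confidence interval 0.788 to 0.922) in trisomy 2L females and 0.918 (0.840 to 1.02) in MSL2-trisomy 2L females. In males, it was 0.927 without MSL2 and 0.956 with MSL2 in the authors' deposited table. In metafemales, it was 0.780 and 0.843 in the authors' deposited table. The direct log2 MSL2 ratio of these genes was 0.15 (0.090 to 0.20) in trisomy 2L females, 0.076 (0.037 to 0.11) in trisomy 2L males and 0.013 (-0.027 to 0.071) in metafemales. The value of metafemales changed sign with column totals without the most abundant transcripts (-0.044), with equal column totals (-0.25), with transcripts summed to genes (-0.0034) and with each pseudocount (-0.0045 to -0.0012). With the trimmed-mean scaling, the value of metafemales rose to 0.10. Among random lists of the same expression, the set lay at percentile 99.92 in trisomy 2L females, 93.4 in trisomy 2L males and 94.3 in metafemales.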

With regard to the ribosome genes, all the distribution lines have no changes in both unbalanced genomes (Fig. S6, B, F and J), representing no further effect on gene expression when the MSL complex is added. The sexual dimorphism and the X chromosome specific response to genomic imbalance are also illustrated according to the changes of these different categories.

Based on the differential analyses, the inverse dosage effect showed much broader influences in 2L trisomy than in XXX metafemales (Fig. S3A). When comparing the sexual differences in 2L trisomy, it is concluded that the inverse dosage effect did induce much more differentiated genes in males than in females. Two copies of X chromosomes in diploid females are equal to the copy number of autosomes, which is a balanced genome. In contrast, the X chromosome in males showed an unbalanced situation, albeit evolved to survive, in which all the other chromosomes are two copies (Fig. S1E). However, when the MSL complex is assembled in these unbalanced genomes, it produces much more differentially expressed genes in female aneuploids than in male (Fig. S3C), coincident with the above results of global expressions, indicating that these sexual dimorphisms are contributed by the endogenous MSL complex and inverse dosage effect.

Meanwhile, a large number of uniquely differentially expressed genes in females and males have been identified, providing some possible regulated candidate genes in the sex dimorphism of the aneuploidy effect.

In order to find the possible responsive molecules that the MSL complex interacts with aneuploid and explore the possible mechanisms, we intersected the aneuploid responsive genes and the aneuploid expression genes affected by MSL2 and analyzed the protein interactions. 12 candidate genes are screened involving in energy metabolism, material metabolism, protein processing and many other aspects. Due to the extremely high sensitivity and resolution of TSA-FISH technology, we observed the subembryonic and subcellular localization patterns of the corresponding transcripts, and conducted a semi-quantitative analysis of the relative expression levels of these genes and some components of the MSL complex. We found that functional proteins such as *Hsc70-4* and *ERp60* in the candidate genes may be important intermediary molecules for MSL complex. In particular, we found that their relative expression levels in all stages of embryonic development have a declining trend after the overexpression of MSL2 although these candidate genes are located in different chromosomes. This also confirmed that the MSL complex may have a negative regulatory trans-effect on gene expression rather than directly up-regulating gene expression level at the cellular level.

## Methods

### *Drosophila* stocks and crosses

Four different cross combinations were included in this study. The cross method is shown in Fig. S1. Trisomy chromosome 2 left arm (2L) larval samples were obtained from crosses of y; C(2L)dp; F(2R) bw females with Canton S males. Trisomy 2L with ectopic MSL2 expression larval samples were obtained from crosses of y; C(2L)dp; F(2R) bw females with males, which have homozygous MSL2 transgenes on chromosome 2R. In these two kinds of crosses, monosomy 2L will lead to early lethality and only trisomy larvae can survive to the third instar stage. Metafemale (XXX) larval samples were obtained from crosses of C(1)DX, ywf/winscy females with Canton S males. Metafemales with ectopic MSL2 expression larval samples were obtained from crosses of C(1)DX, ywf/winscy females with males, which have homozygous MSL2 transgenes on chromosome 2R. In these two kinds of crosses, the phenotype of y + can be used to screen for trisomy X larvae. The normal diploid larval samples were collected from the Canton S stock. The MSL2 transgene strains were constructed in a previous study^40^. Mutations, genes, and chromosomal balancers are described in Flybase (http://flybase.org).

### RNA-Seq library construction and sequencing

The whole third instar larvae were used for sequencing, with about 20 larvae per sample. The samples were sequenced in four groups separately. RNA isolation, library preparation, and sequencing were performed as described previously^40^. For trisomy 2L group (trisomy 2L female and male, diploid female and male, each genotype has four biological replicates) and metafemale group (metafemale, diploid female and male, each genotype has three biological replicates), single-end 50 bp protocol with Illumina HiSeq 2000 sequencers were performed. For MSL2-trisomy 2L group (MSL2-trisomy 2L female and male, trisomy 2L female and male, each genotype has three biological replicates) and MSL2-metafemale group (MSL2-metafemale and metafemale, each genotype has two biological replicates), the samples were sequenced with Illumina HiSeq X-ten sequencers using the paired-end 150 bp protocol.

### RNA sequencing analyses

Data output from Illumina RNA sequencing was processed based on the HISAT2-StringTie pipeline^58^. Briefly, RNA-Seq reads of each sample were mapped to the NCBI *Drosophila melanogaster* genome (GCF_000001215.4_Release_6_plus_ISO1_MT_genomic.fna) in conjunction with the corresponding annotation (GCF_000001215.4_Release_6_plus_ISO1_MT_genomic.gff) using HISAT2 (version 2.1.0) with the default parameters^59^. Subsequently, SAMtools^60^ was used to convert the alignment files from SAM format to BAM format. Transcripts were assembled and quantitated using StringTie (version 1.2.2)^61^, and the raw read counts information were extracted using the Python script prepDE.py (https://ccb.jhu.edu/software/stringtie/dl/prepDE.py). The dataset of diploid *Drosophila* with ectopic MSL2 expression was obtained from the GEO database (GSE41570)^40^.

### Relative quantitative PCR

The third instar larvae were used for RNA isolation and RT-qPCR. RNA was isolated using TRIzol Reagent from Invitrogen. cDNA was synthesized using the TransScript one-step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech). *β-tubulin* gene was the internal control, using primers 5′-AGCTCAGCACCCTCTGTGTAAT-3′ and 5′-AGCTGGAGCGCATCAATGTGTA-3’ to generate a 208-bp product. The real-time PCR reactions were processed using diluted cDNA (200 ng) with the TransScript Tip Green qPCR SuperMix (+ Dye II) (TransGen Biotech). Three biological and technical repeats were applied to each pair of primers. The relative quantification was measured based on the ΔCt analysis from ABI Quant Studio 6 Flex and using QuantStudio Real Time PCR Software v1.3 (Applied BioSystems). The primers used in relative quantitative PCR are listed in Table S1.

### Ratio distribution

A ratio distribution analysis can visualize the trends of expression changes between experimental material and the control, which could be subtle, and show the entire landscape of the modified effects. Specifically, read counts were normalized by dividing them by the total number of mapped reads in the replicate to calculate CPM (counts per million). Because the trisomic samples and the MSL2-trisomic samples are from two sequencing batches, Combat function from R package sva (version 3.36.0) was performed to remove batch effects^62^. Here a temporary logarithmic transformation was performed so that the data is more suitable for adjustment. Then the CPM values not greater than 0 were removed, so that the analysis will not be disturbed by these lowly expressed transcripts which would generate ratios of extreme values. Normalized counts were averaged across biological replicates, followed by calculating the ratio of each transcript by dividing the mean of experimental values by the control values. Ratio distribution plots were generated using ggplot2 package^63^ in the R program^64^.

### Weighted gene coexpression network analysis (WGCNA)

Gene co-expression networks were generated using the R package WGCNA (version 1.69)^65^. The logarithmic CPM of the 10,000 genes with the highest average expression were analyzed in autosomal aneuploidy group and sex chromosomal aneuploidy group, respectively. Briefly, the Pearson correlation coefficients were calculated in selected samples. The correlation matrix was transformed using a threshold power (11 in autosomal aneuploidy group and 17 in sex chromosomal aneuploidy group), and then converted into Topological Overlap Matrix (TOM). Gene modules were defined using dynamic hybrid tree cut method on the cluster dendrogram of distance matrx in one block. This approach defined six and five signed gene co-expression modules in our two datasets. The expression of each module was summarized as a module eigengene in every sample. Gene ontology enrichment analysis was conducted using R package clusterProfiler (version 3.16.1)^66^. The gene lists of transcription factors and transcription cofactors were obtained from AnimalTFDB 3.0^67^. Heatmaps were generated using the R package ComplexHeatmap^68^.

### Differential expression analysis

Differential gene expression analysis was performed using DESeq2 (version 1.28.1)^69^. Here we conducted separate tests in each sex and each batch, because of the inherent differences in dispersion between sexes and the systematic differences between batches, and these differences should not be conflated. A pre-filtering was performed to keep only rows that have at least 10 reads total. An appropriate local fit was used by providing the argument fitType = "local" because the parametric curve does not fit the dispersion trend well in some of our datasets. The GO annotations were provided by org.Dm.eg.db (version 3.11.4). Protein–protein interaction network analysis was conducted using online tool STRING 11.0 (https://string-db.org/)^70^. The networks were further processed by Cytoscape (version 3.7.1)^71^.

### Salivary gland chromosomes immunostaining

Salivary glands from third-instar larvae were dissected and fixed in 3.7% formaldehyde for 1 min. Then the solution was replaced by a mixture of 50% acetic acid and 3.7% formaldehyde to dissociated for 5 min. Chromosomes were probed with anti-SXL (Developmental Studies Hybridoma Bank, M18-s), anti-MSL2 (Santa Cruz, sc-32459), anti-MOF (Santa Cruz, sc-22351) and anti-H4K16Ac (EMD Millipore, 07–329) antibodies at a dilution of 1:100, and probed with an appropriate conjugated secondary antibody (Alexa Fluor 488 and Alexa Fluor 594, Jackson Immuno Research) at a 1:200 dilution. The slides were observed by fluorescence microscope.

### Embryo TSA-FISH

Probe production: Designed primers were used to amplify cDNA templates, which were obtained from reverse transcription of RNA from male larvae. The primers containing flanking T7 promoter elements are listed in Table S3. DNA fragments were concentrated by ethanol precipitation and resuspended in nuclease-free water. Subsequently, antisense RNA probes labeled with digoxigenin (DIG) were synthesized with the DNA fragments using T7 RNA polymerase. The efficiency and accuracy of all PCR amplifications and transcription reactions was systematically verified by agarose gel electrophoresis after each step.

Embryo collection and fixation: All flies were cultured on cornmeal medium at 25 °C. When the embryos are collected, 100 males and 200 females were transferred to homemade cages and cultured on agar juice medium with yeast extract. Embryos were collected based on development stages and processed for fixation and storage as described by Le´cuyer et al.^72^. The collected embryos were dechorionated in a chlorine bleach solution, followed by rinsing the embryos immediately and thoroughly with flowing room temperature tap water to remove residual bleach. Embryos were transfered to a 1.5 mL tube containing 600 μL heptane and 200 µL 4% formaldehyde and shaked for 20 min. Then the embryos were transfered to a new tube with 200 μL heptane and 200 µL methanol and shaked vigorously for 15 s twice followed by rinsing three times with methanol. Finally, all of the liquid were removed and the embryos were stored in methanol at − 20 °C.

Fluorescent in situ hybridization (FISH): FISH using tyramide signal amplification (TSA) in *Drosophila* embryos were performed as described by Jandura et al.^73^. The embryos were permeabilized using proteinase K and post-fixed in 4% PFA for 20 min. After pre-hybridizing in denatured hybridization solution for 3 h at 56 °C, denatured gene-specific probes were added to each sample and hybridize at 56 °C for 16–18 h. DIG-labeled probes were detected using biotin-conjugated mouse monoclonal anti-DIG antibody (1:400), and streptavidin-HRP solution (1:1000). DNA was detected using DAPI solution (1 μg/mL). Antibody detection used cyanine 3-conjugated tyramide diluting 1:80 in activation buffer containing 0.006% of H_2_O_2_. Anti-fade mounting media was added to the samples for the production of microscope slides.

Sample imaging procedure: All images were acquired with a Zeiss LSM880 laser confocal fluorescence microscope using ZEN software. For each sample, a combination of low (20 ×) and high magnification (63 × oil) images were captured. The same parameters were used for these images to make sure the fluorescence intensity analysis reasonable, and the images were analyzed in their original format using ZEN software. Tyramide-Cy3 and DAPI images were pseudo-colored in red and green respectively, using ImageJ, as this color scheme was found to provide the best contrast. Each layer of the Z-stack images was overlaid to obtain the maximum intensity single layer pictures for display.

## Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus (GEO) database (accession no. GSE162951) and the raw RNA sequencing output data have been deposited in the Sequence Read Archive (SRA) (accession no. SRP296902). The public data used in this study were downloaded from GSE46354, GSE41679 and GSE41570.

# Supplementary material for: Interaction of Male Specific Lethal complex and genomic imbalance on global gene expression in Drosophila
**Source:** Sci Rep. 2021 Oct 4;11:19679. doi: 10.1038/s41598-021-99268-y
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary Information**

### **Interaction of Male Specific Lethal complex and genomic imbalance on global gene expression in *Drosophila***

Shuai Zhang, Haizhu Qi, Cheng Huang, Lijia Yuan, Ludan Zhang, Ruixue Wang, Yu Tian and Lin Sun

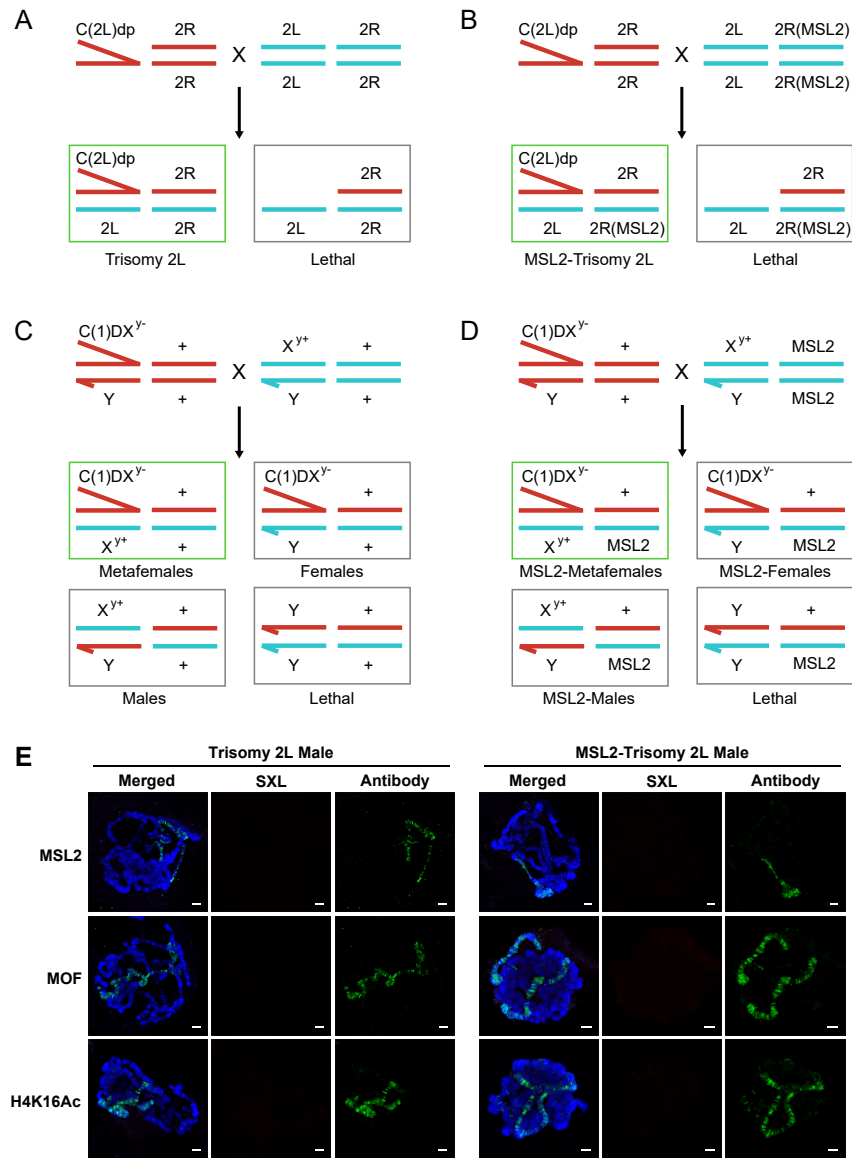

**Figure S1.** Genetic crosses to generate aneuploidy *Drosophila*. **(A)** Cross of  $y; C(2L)dp; F(2R) bw$  females with Canton S males to produce trisomy 2L larvae. **(B)** Cross of  $y; C(2L)dp; F(2R) bw$  females with MSL2/MSL2 males to produce MSL2-trisomy 2L larvae. **(C)** Cross of  $C(1)DX, ywf/winscy$  females with Canton S males to obtain metafemale larvae. **(D)** Cross of  $C(1)DX, ywf/winscy$  females with MSL2/MSL2 males to obtain MSL2-metafemale larvae. **(A-D)** The selected offspring genotypes are shown in the green boxes. **(E)** Immunofluorescence of *Drosophila* polytene chromosomes from third instar larvae of trisomy 2L males and MSL2-trisomy 2L males. The red channel is the signal from SXL and the green channel is the signal from antibodies of MSL complex components. DNA is stained with DAPI in blue. Scale bars, 5  $\mu m$ .

**Table S1. Primers used in RT-PCR**

| Genes           | Chromosome | Left primer              | Right primer           |
|-----------------|------------|--------------------------|------------------------|
| Karl            | X          | GAGAAGCTCGTGGGCAACAT     | GTGTCGTAGTCCGTGTCCAGAA |
| CG9577          | X          | CGTCGCCGTAAAGACAACCA     | CACAGCCTGGGCGAAGTC     |
| CG15771         | X          | TCTATGCCGCCTGCAACTTT     | TGCCACGTCTTCTGGAAACC   |
| HERC2           | X          | TCCAGCAACTGCTTGAAGT      | TGTTCAAGCTGACCGAGTACG  |
| Myb             | X          | TTGAAATGCGGTCCGATAAT     | GGGACAGAACAAAAGCGGTA   |
| Tlk             | X          | TCTCCTCTTTGCGGTTCATT     | CATATGATGTTGATTTCTGGGG |
| jet             | 2L         | GAACTCCACCAGCTTGCTTT     | AACGAATGCGTCAACATCAC   |
| CG43773         | 2L         | GAGGAGTCCTGTACTATGCAAATC | CAGCGACTGGTACAAATGTAGT |
| Aac11           | 2L         | GAGCAGGCGGAGCTAAATAA     | TCATGTTCCAGGTCTTGATGG  |
| magu            | 2R         | TACATCTGCGTCCAAAGGC      | GAATCCGAGAGAGATGGCTG   |
| CG33468         | 2R         | CTGGAAAGGTATTTGCGAAGTG   | CCTGATCTGTTGTGCGCATAGT |
| CG42694         | 2R         | GGCTCCGATATCAAACCAATCT   | GCTTACTCCAAGTTGCACAAAC |
| CG4716          | 2R         | GAGAGCACCGGAATCCATATT    | CAGTGTGCTCCGTAGTTGTT   |
| Kap- $\alpha$ 1 | 3L         | TTGACCTGCATTAGCCACCT     | CATGATAACCATCAGCTGCG   |
| CG16758         | 3L         | GGTATTCGCCTTCAGCCTCAT    | GTTGCGCAGCAGGCCTTTTG   |
| LysB            | 3L         | CCCTCCTAACCGACGACATC     | CCGCTGCAGTACTTCCATGTG  |
| Sp7             | 3R         | AGCACACGAATGGCAATCAA     | GATCCAATCGCTGCTTTATGG  |
| Hsp70           | 3R         | GCTTGATTGGTCGCAAGTTC     | CGGTCTCCTTCATCTTGGTAAG |

**Table S2. Validation of RNA-sequencing using relative quantitative PCR**

| Genes           | Location | MSL2-Metafemale/<br>Metafemale |        | MSL2-Trisomy 2L<br>Female/Trisomy2L Female |        | MSL2-Trisomy 2L<br>Male/Trisomy2L Male |        |
|-----------------|----------|--------------------------------|--------|--------------------------------------------|--------|----------------------------------------|--------|
|                 |          | RNA-seq                        | RT-PCR | RNA-seq                                    | RT-PCR | RNA-seq                                | RT-PCR |
|                 |          |                                |        |                                            |        |                                        |        |
| Karl            | X        | 0.821                          | 0.937  | 0.883                                      | 0.882  | 0.952                                  | 0.761  |
| CG9577          | X        | 0.565                          | 0.564  | 0.410                                      | 0.122  | 0.847                                  | 0.727  |
| CG15771         | X        | 0.680                          | 0.776  | 1.051                                      | 1.212  | 0.722                                  | 0.716  |
| HERC2           | X        | 0.371                          | 0.399  | 1.393                                      | 1.240  | 1.465                                  | 1.236  |
| Myb             | X        | 0.823                          | 1.223  | 0.724                                      | 0.397  | 0.795                                  | 0.760  |
| Tlk             | X        | 0.216                          | 0.389  | 0.652                                      | 1.222  | 0.897                                  | 1.231  |
| jet             | 2L       | 0.897                          | 0.644  | 0.776                                      | 0.879  | 0.774                                  | 0.887  |
| CG43773         | 2L       | 0.425                          | 0.763  | 0.653                                      | 0.342  | 0.563                                  | 0.235  |
| Aac11           | 2L       | 0.633                          | 1.002  | 0.986                                      | 1.320  | 1.232                                  | 0.653  |
| magu            | 2R       | 0.583                          | 0.343  | 0.871                                      | 1.453  | 0.752                                  | 1.043  |
| CG33468         | 2R       | 0.032                          | 0.074  | 0.064                                      | 0.061  | 0.06                                   | 0.095  |
| CG42694         | 2R       | 0.112                          | 0.150  | 1.743                                      | 1.970  | 0.798                                  | 0.715  |
| CG4716          | 2R       | 1.532                          | 0.989  | 0.384                                      | 0.309  | 0.365                                  | 0.276  |
| Kap- $\alpha$ 1 | 3L       | 0.689                          | 1.002  | 0.796                                      | 0.689  | 0.774                                  | 0.506  |
| CG16758         | 3L       | 0.812                          | 0.548  | 0.600                                      | 0.667  | 1.340                                  | 1.607  |
| LysB            | 3L       | 1.303                          | 1.437  | 0.271                                      | 0.491  | 0.456                                  | 0.468  |
| Sp7             | 3R       | 0.914                          | 0.942  | 0.637                                      | 0.606  | 0.611                                  | 0.670  |
| Hsp70           | 3R       | 1.021                          | 0.883  | 2.503                                      | 2.741  | 1.635                                  | 0.986  |

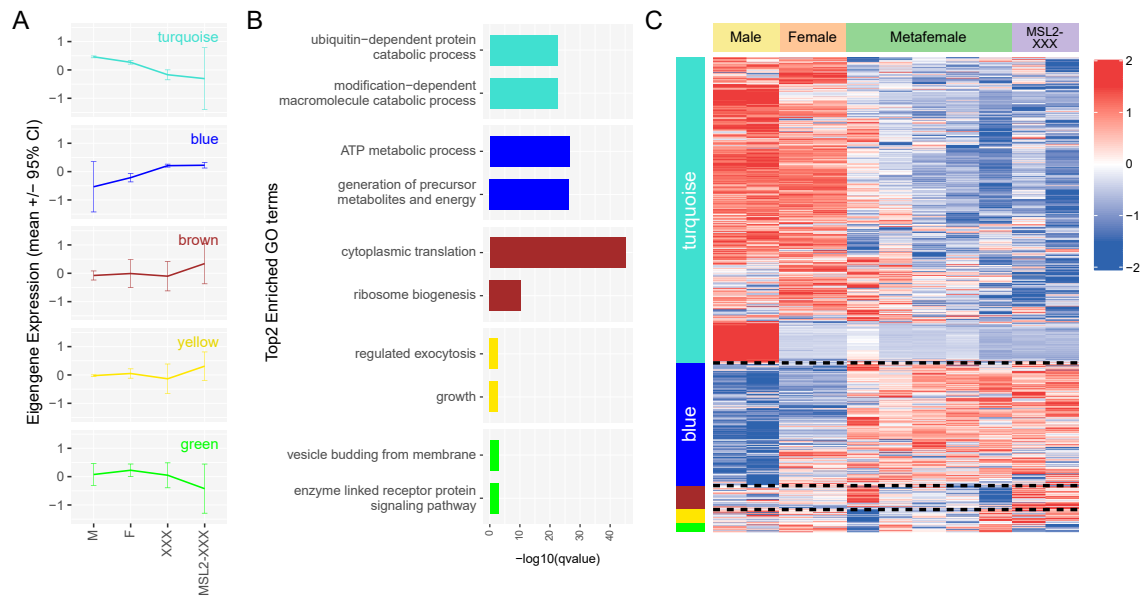

**Figure S2.** Weighted gene coexpression network analysis (WGCNA) of sex chromosomal aneuploidy *Drosophila*. **(A)** Dot and line plots showing the eigengene expression (mean  $\pm$  95% confidence interval) of each gene-coexpression module by genotypes in sex chromosomal aneuploidy groups. The modules are ordered according to the number of genes they contain. M, male; F, female; XXX, metafemale; MSL2-XXX, MSL2-metafemale. **(B)** Top two GO term enrichments for each module. **(C)** Heatmap showing the expression level of genes in every coexpression module. Each column is a biological repetition and each row is a gene. Hierarchical clustering is carried out only within the module and genotype groups. The horizontal dotted lines divide the three largest modules. The 10,000 genes with the highest average expression and relatively low variation within groups were involved in the coexpression network analysis. Gray modules are not considered in the plots.

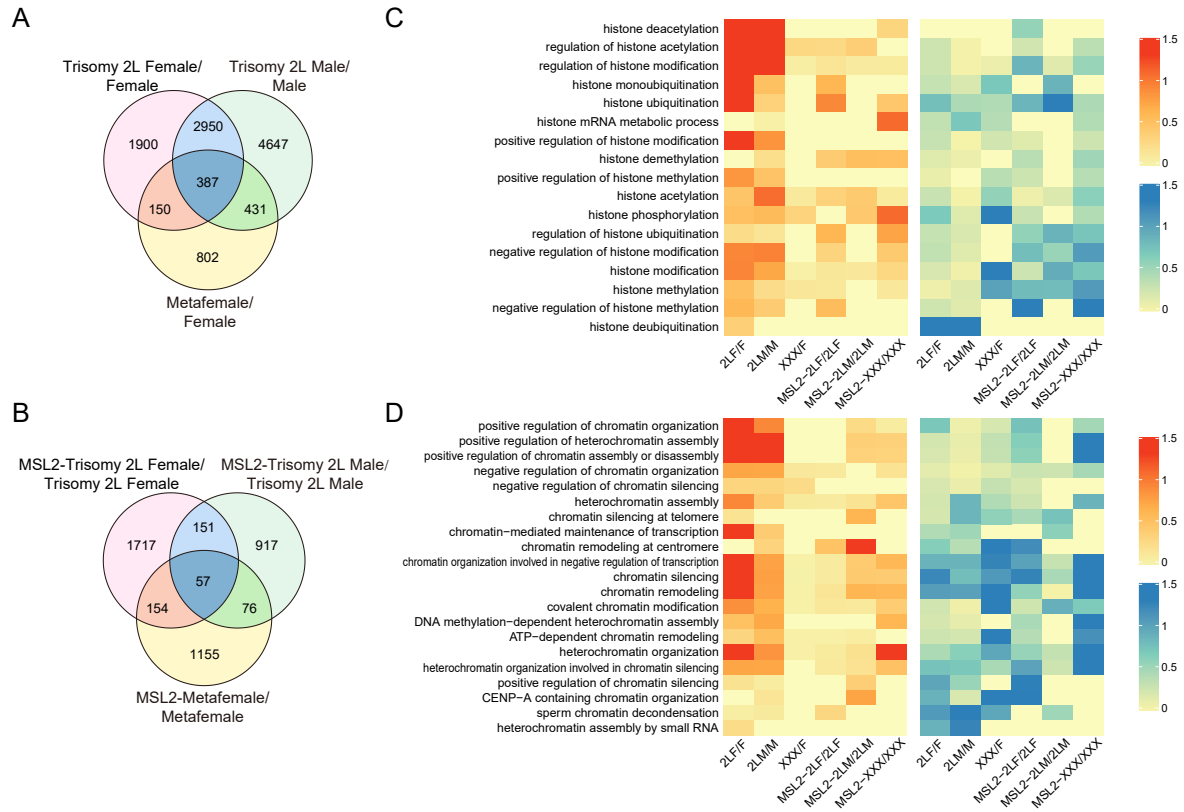

**Figure S3.** Differentially expressed genes and functional enrichment analysis. **(A and B)** Venn diagrams show the number of differentially expressed genes in trisomy/normal diploid **(A)** and MSL2-trisomy/trisomy **(B)**. Genes with *padj* lower than 0.05 are selected as differentially expressed genes. **(C and D)** Functional enrichment analysis with the differentially expressed genes in each contrast. **(C)** Enrichment analysis of functions associated with histone modification in each contrast. **(D)** Enrichment analysis of functions associated with chromatin epigenetic modification in each contrast. Up-regulated genes are shown in the left panel and down-regulated genes are shown in the right panel. The legends represent  $-\log_{10}$  (p-value). Red saturation indicates the enrichment level of up-regulated genes. Blue saturation indicates the enrichment level of down-regulated genes. The vertical axis is GO terms and the horizontal axis is contrast groups. F, female; 2LF, trisomy 2L female; MSL2-2LF, MSL2-trisomy 2L female; M, male; 2LM, trisomy 2L male; MSL2-2LM, MSL2-trisomy 2L male; XXX, metafemale; MSL2-XXX, MSL2-metafemale.

**Table S3. Primers used in FISH**

| Genes    | Chromosome | Left primer           | Right primer         |
|----------|------------|-----------------------|----------------------|
| Hel25E   | 2L         | TTCACATCGAAACGATCCTG  | TTGTGAAGTCTGTGCAACG  |
| RpS2     | 2L         | CATATGTAGCCTTGGCGAAG  | ATCTACCTGTACTCGCTTCC |
| msl-1    | 2L         | GCATCCCTACACTTTCGATC  | CCCGTCTGATATTCGGAAAC |
| mle      | 2R         | AAGGGCGAGACCATAGATAG  | CAGTAATCGAAGCTGAGGTG |
| Mal-A3   | 2R         | CTATTCCACGCTCCTTCTTC  | GATCTAAACTACCGCAACCC |
| TER94    | 2R         | CTTTTGACCCTGATGGATGG  | TTAGCCTTCAGGATAGCCTC |
| ERp60    | 2R         | TAAGGAAGTCGTCTACCTCG  | ACTACCAGAAGAACCCCAAG |
| Vha44    | 2R         | GGCTTATTGAACCACCAGTC  | GATCTCAAGGGTAAATCCGC |
| scf      | 3L         | CACCAAGGATGAGTTTACCG  | CGAAAACGTCGTACTTGTCT |
| Hsc70-4  | 3R         | GGTGCTTACCAAGATGAAGG  | CATCGGGATTGATCGACTTG |
| CG1894   | 3R         | CTGAGGTAACAAAGTCTGGC  | CGAAGCTCAAAGAATAGGGG |
| CR45570  | 3R         | CACCGCTAGAAATTGGACTC  | AACGAGGATTGGAGTAGGAG |
| roX1     | X          | GTTGGACCGGATTTTCATAGG | CTACACCCAGAAGAACTGC  |
| mof      | X          | GGCCCTTCCAATACTTGATC  | GTCCTATTGCGAGAACAGTC |
| ND-B16.6 | X          | GGGCGTAGAACTCCTTGAAA  | GCCTGGGCATCTACTACTTG |
| Ran      | X          | CACAGAGGACGATTGGTATG  | GCTCAGGAAGGTCAGGATAT |

The sequences of promoters connected to the flanks of the primers are not listed in the table. The forward primers connect T3 promoter: TGTTGGGAAATCACTCCCAATTAA. The reverse primers connect T7 promoter: GTAATACGACTCACTATAGGGAGACCAC.

**Figure S4.** Embryo-FISH of candidate genes. The following images represent candidate genes *Hel25E*, *RpS2*, *msl-1*, *mle*, *Mal-A3*, *ERp60*, *Vha44*, *scf*, *Hsc70-4*, *CG1894*, *CR45570*, *roX1*, *mof*, *ND-B16.6*, and *Ran*, respectively. **(A)** Candidate gene expression patterns in entire embryo. The genotype of the sample is shown in the horizontal axis above, and the development stage of the sample is shown in the left vertical axis. The red pseudo-color is the signal from probe and the green pseudo-color is the signal from nucleus. Scale bars, 80  $\mu$ m. **(B)** RNA subcellular location patterns in wild type embryos. The image shown at the bottom right shows a locally enlarged subcellular localization pattern. Scale bars, 30  $\mu$ m. **(C)** Relative fluorescence intensity of candidate gene RNA signal in trisomy 2L and MSL2-trisomy 2L compared with normal diploid. **(C1-C4)** The four plots represent stage 1-5, stage 6-11, stage 12-13 and stage 14-17 of embryonic development, respectively. The relative fluorescence intensity is determined by comparison with DAPI signal. The expression of wild-type embryos at each stage of development are set at 1. Asterisk denotes a Student's *t* test P-value <0.05.

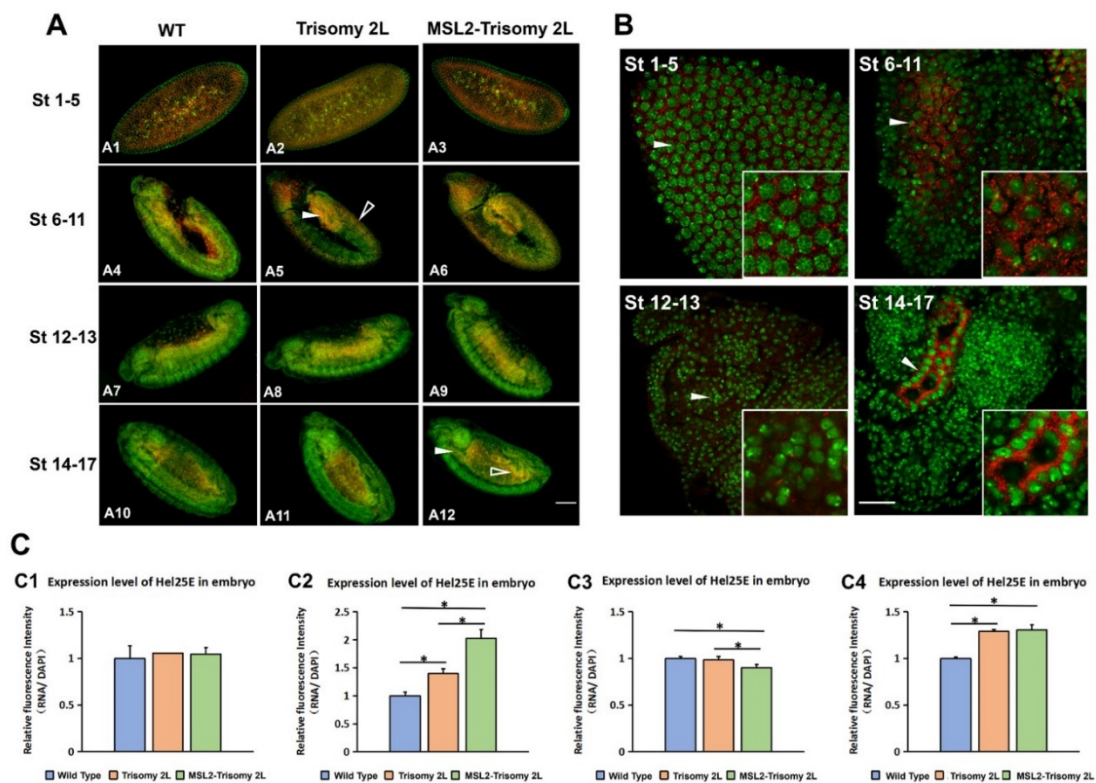

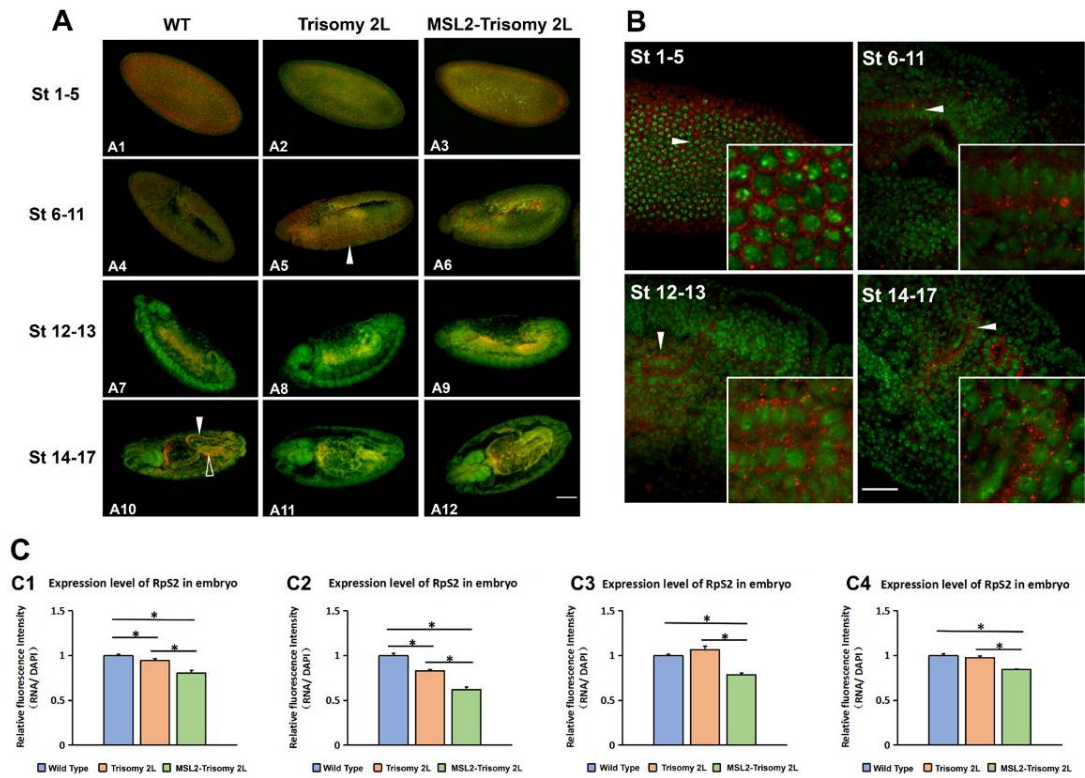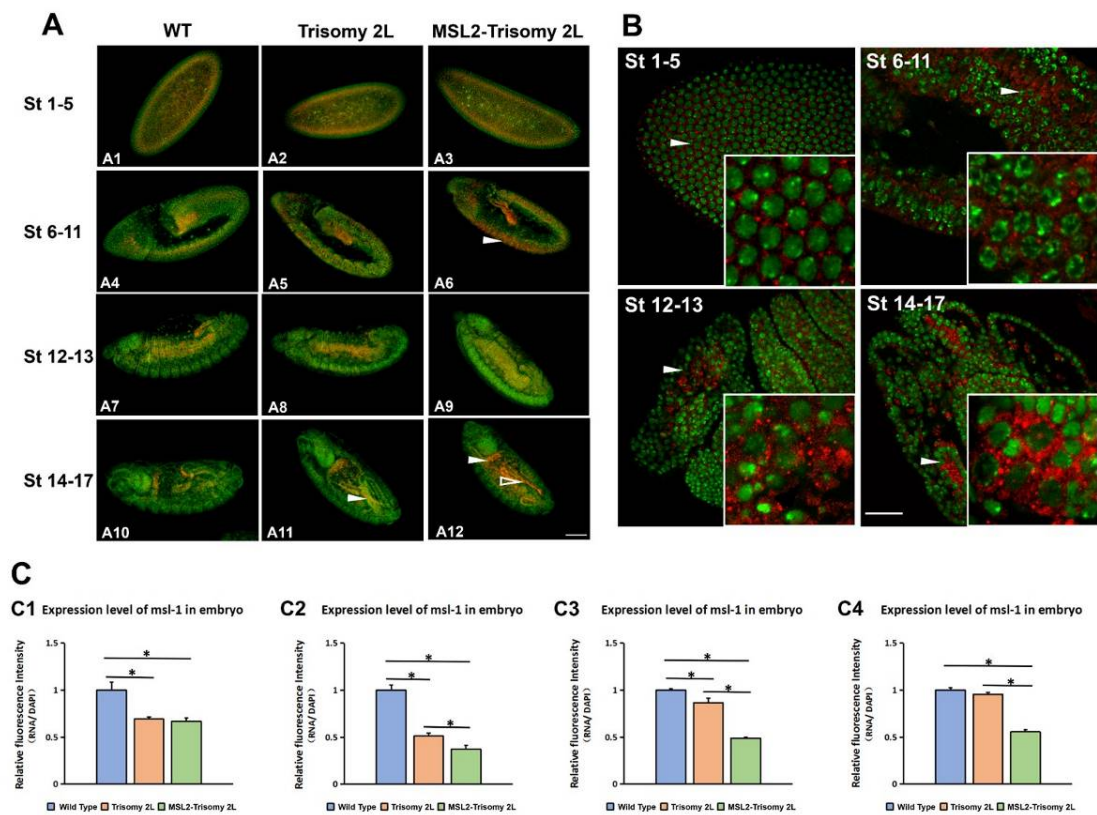

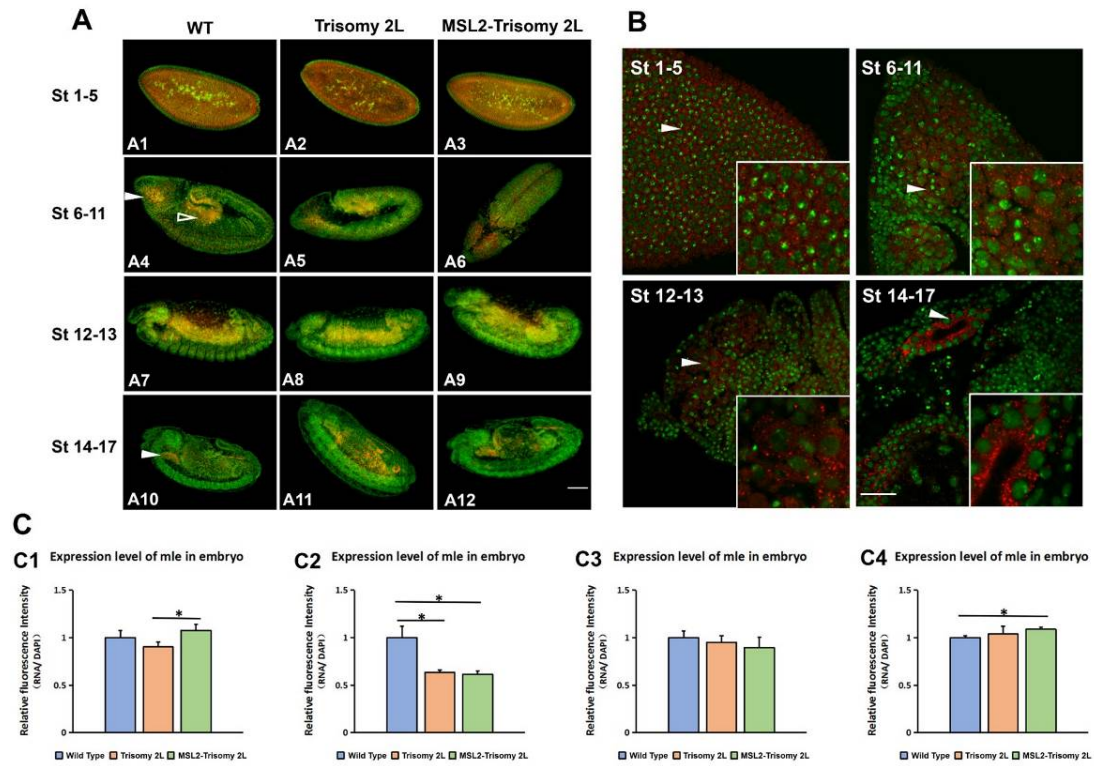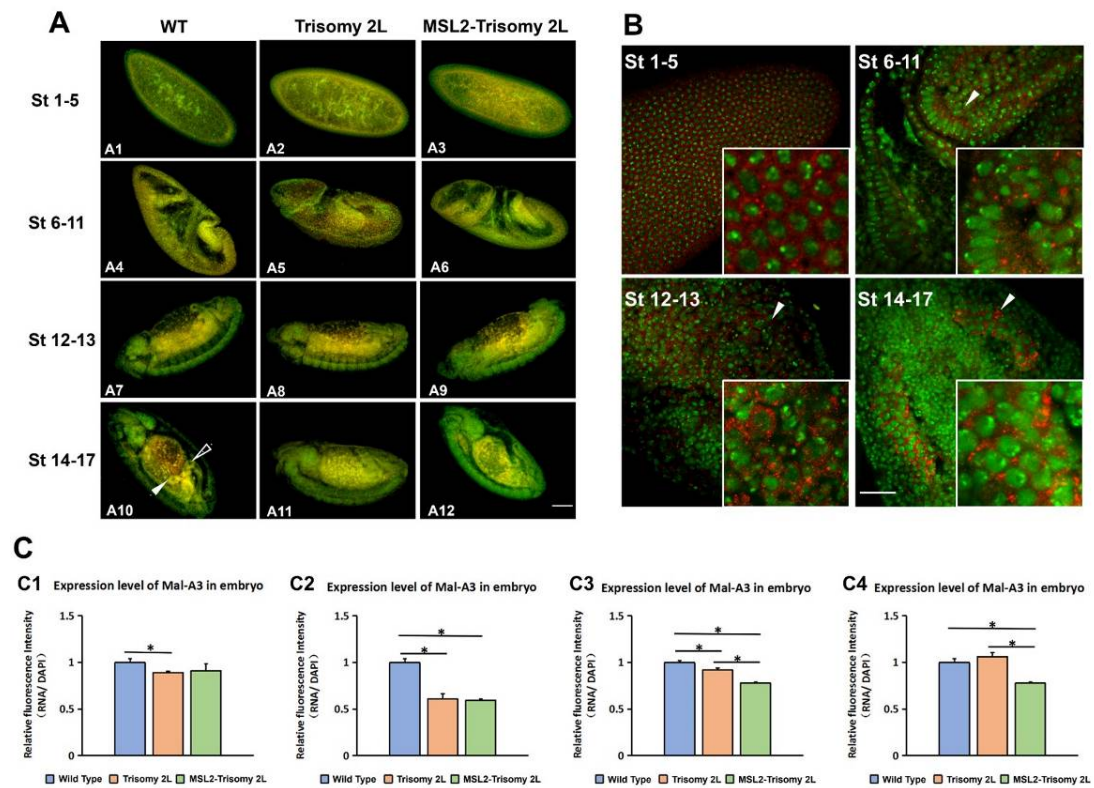

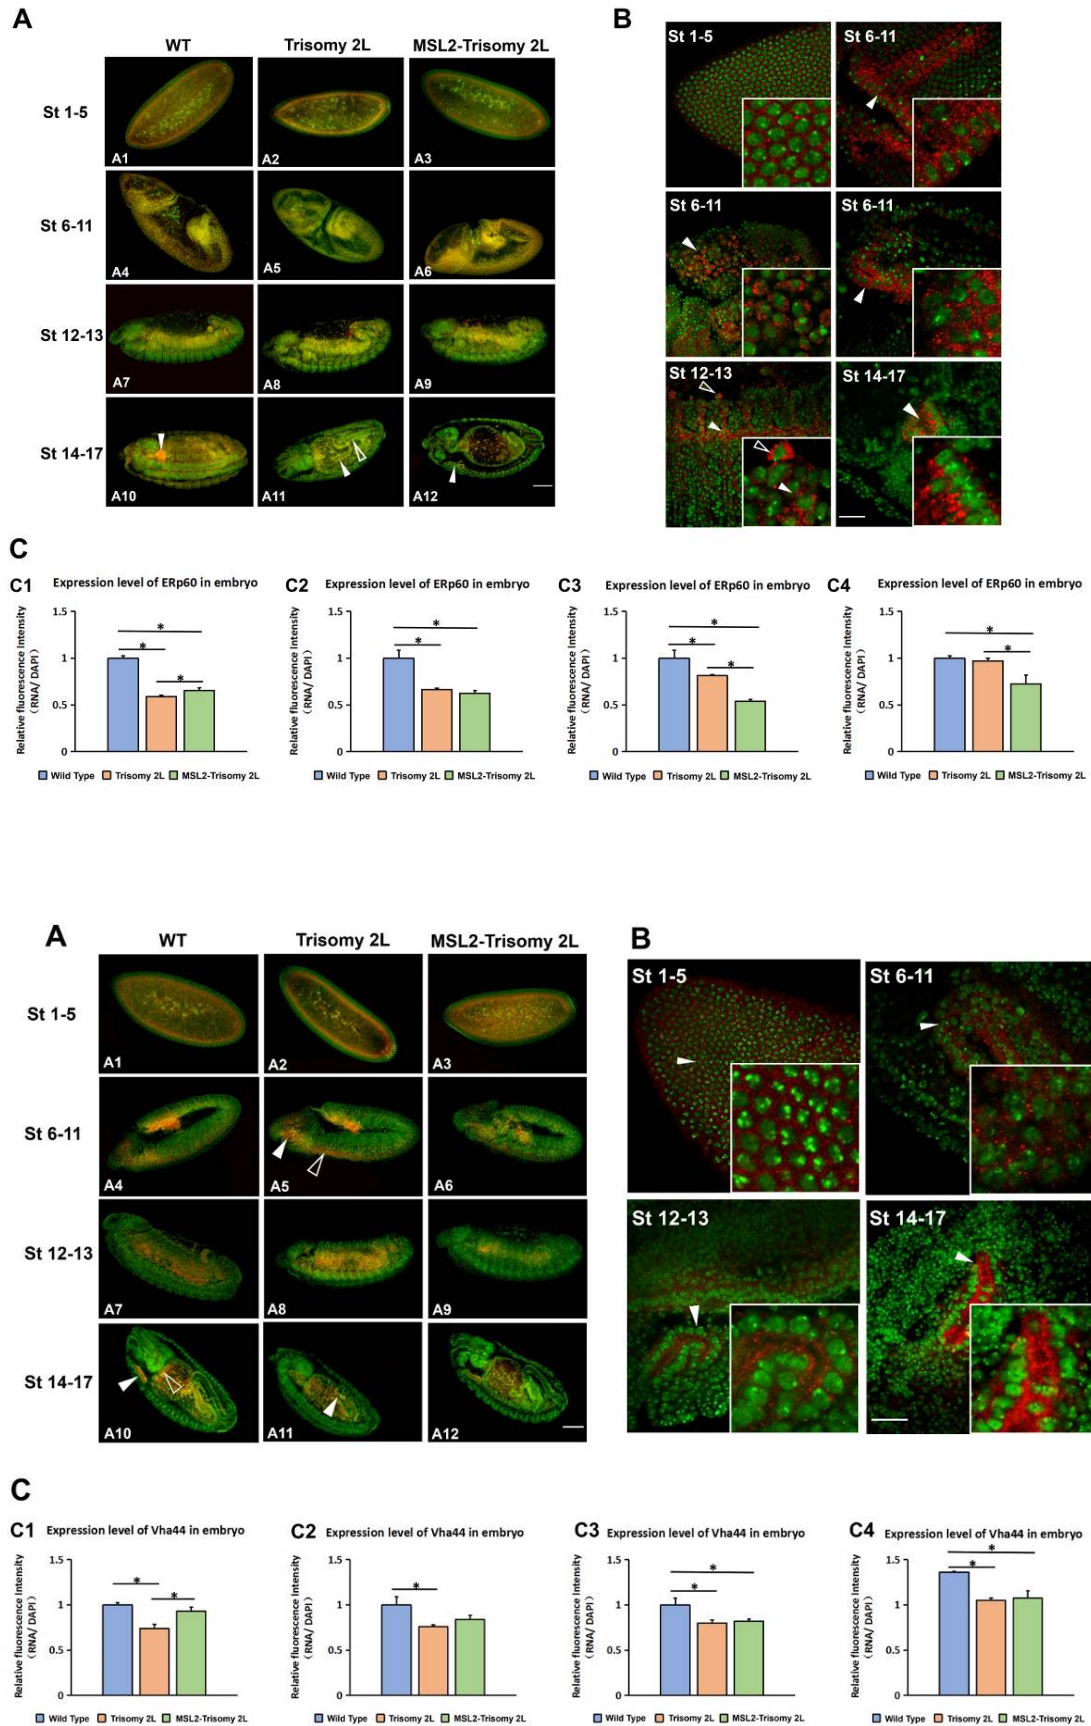

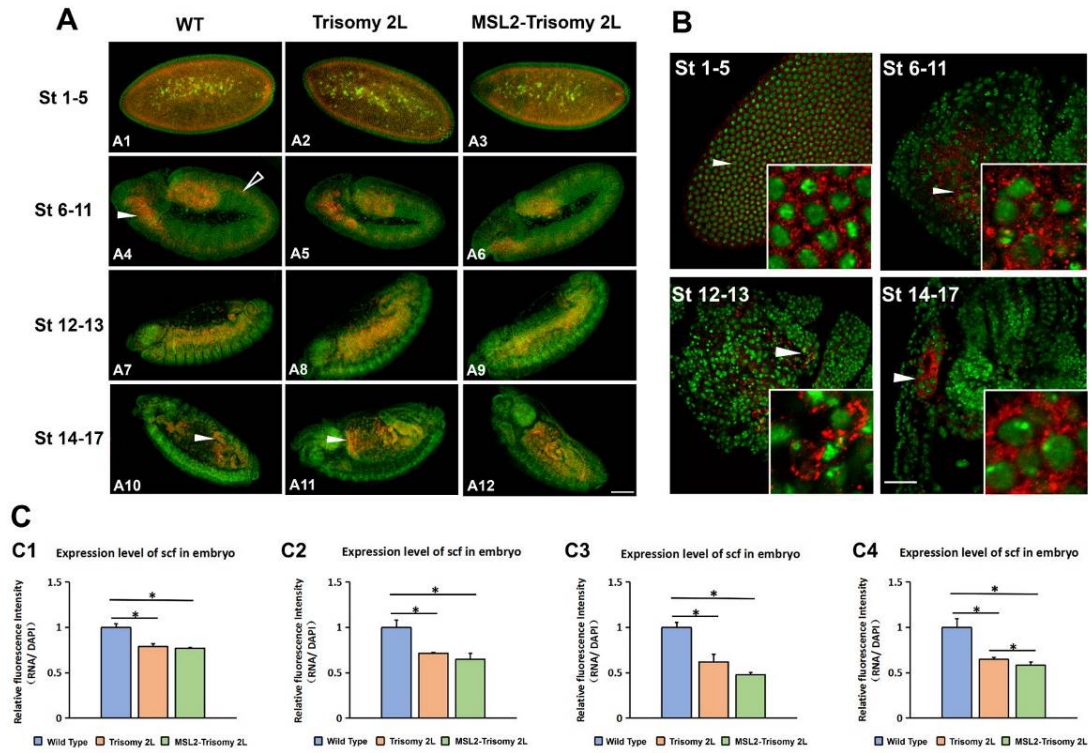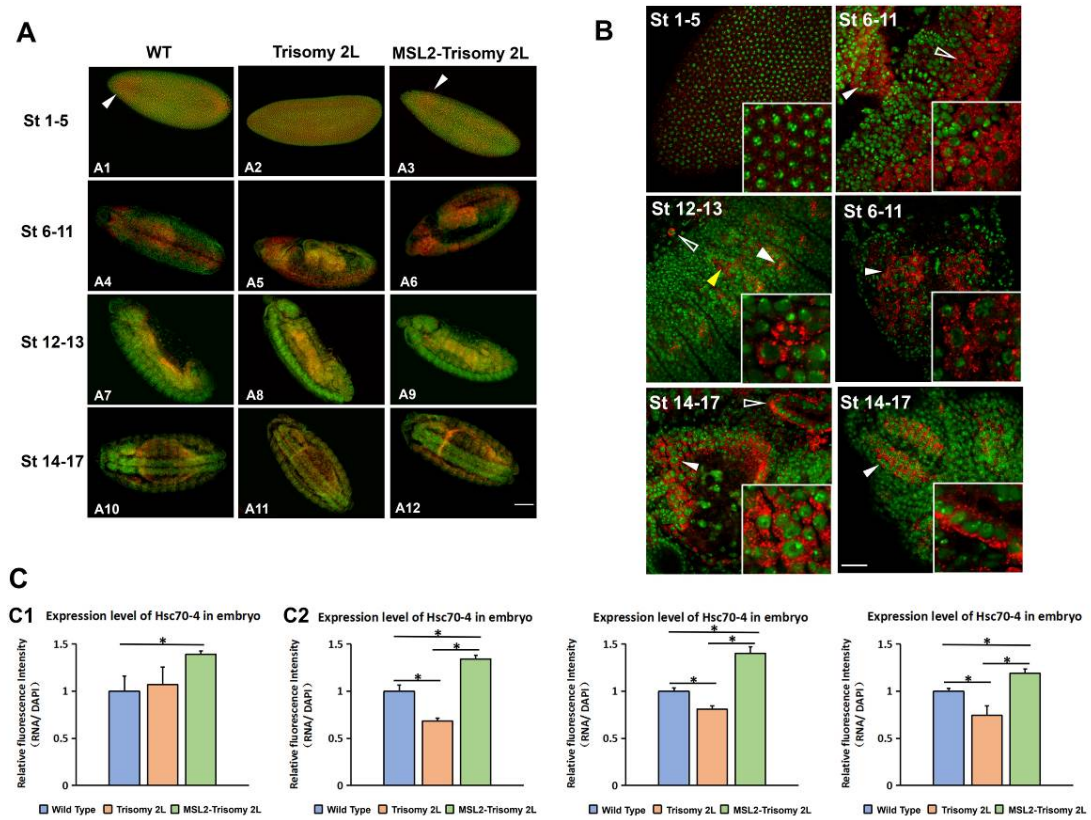

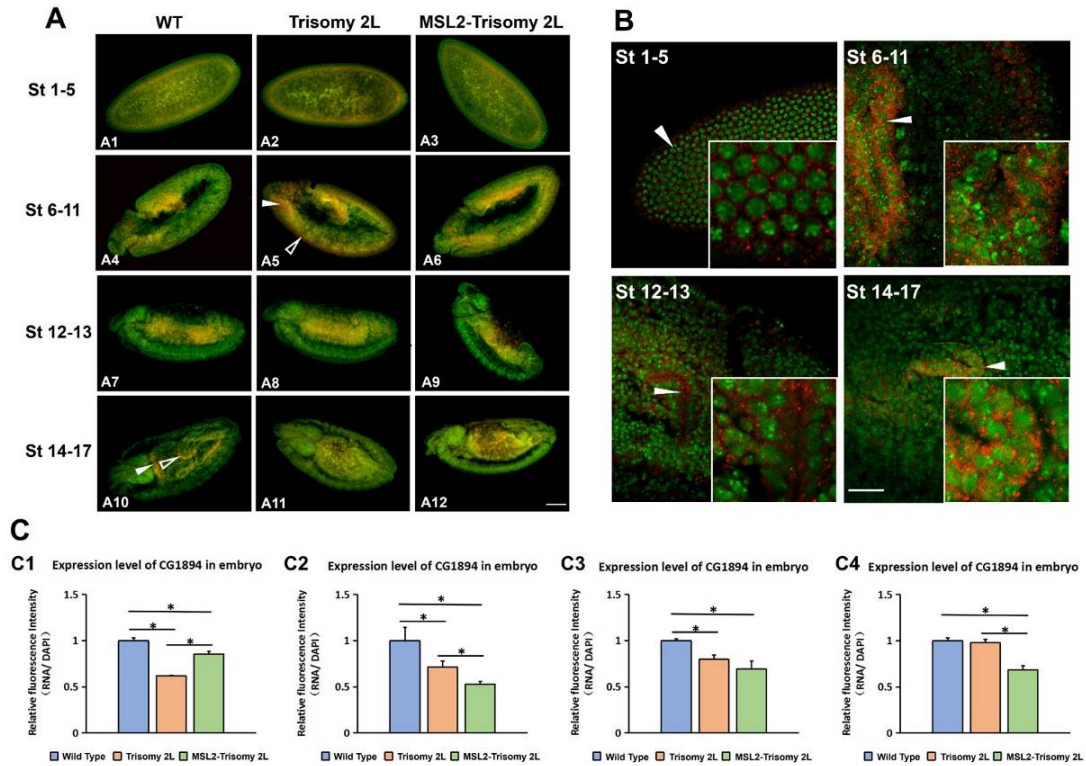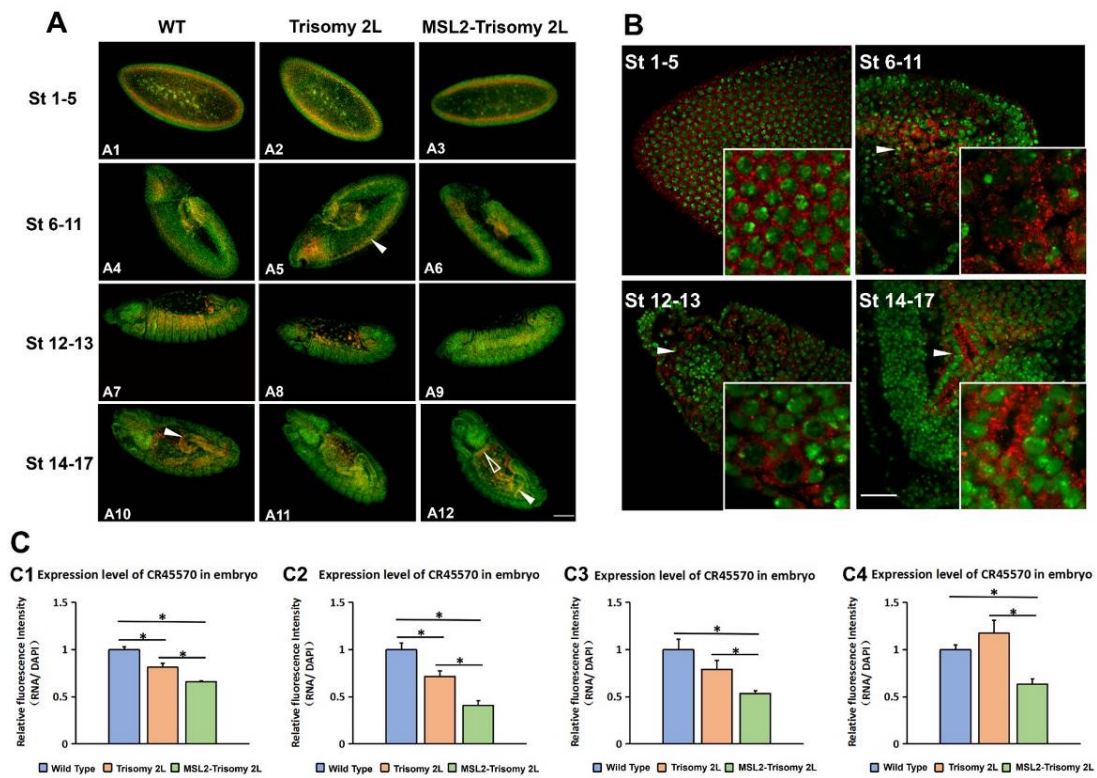

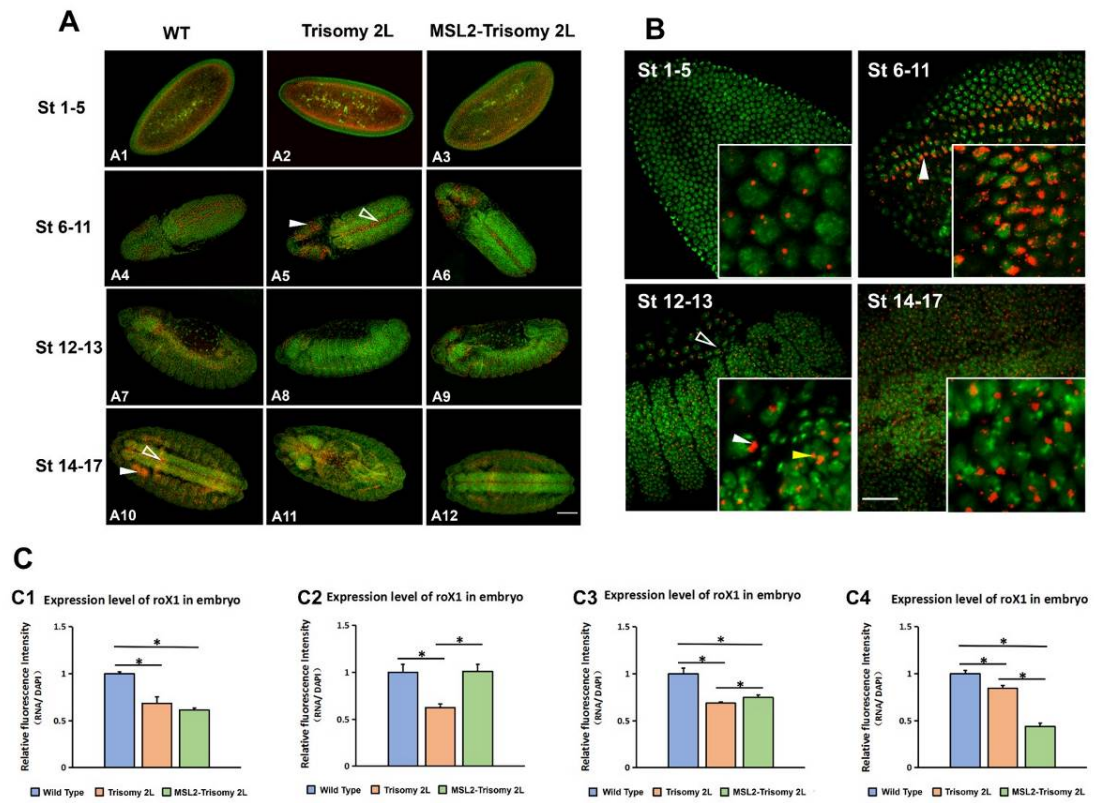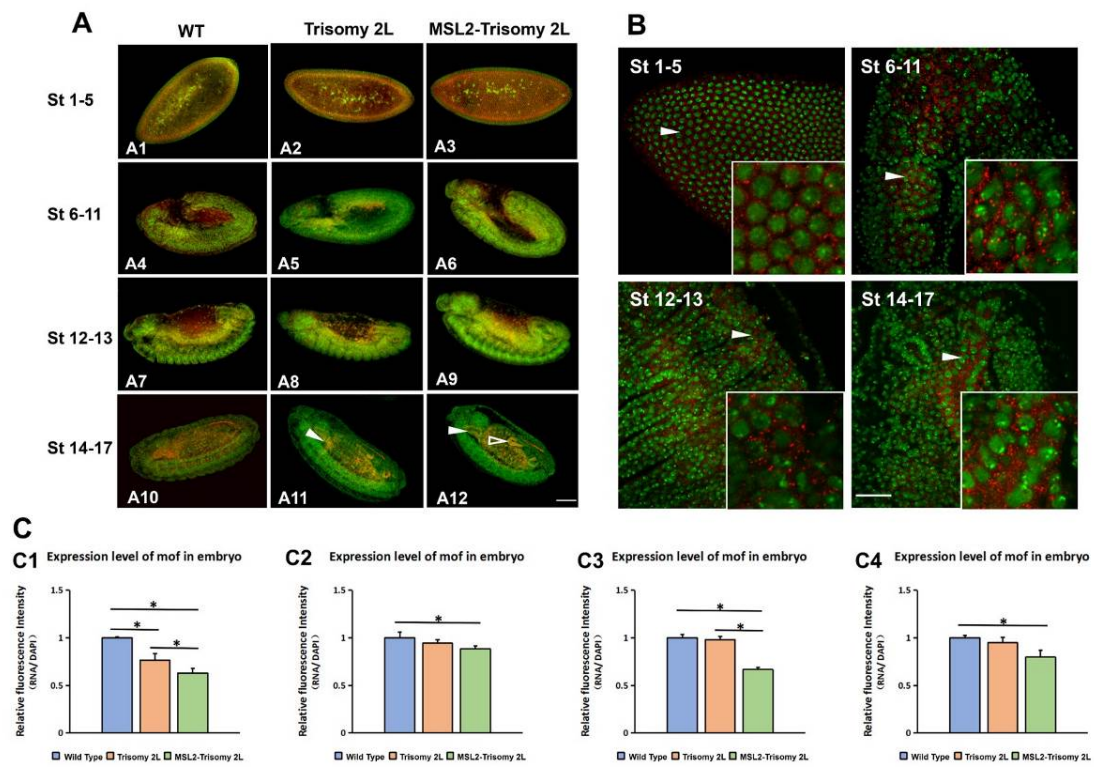

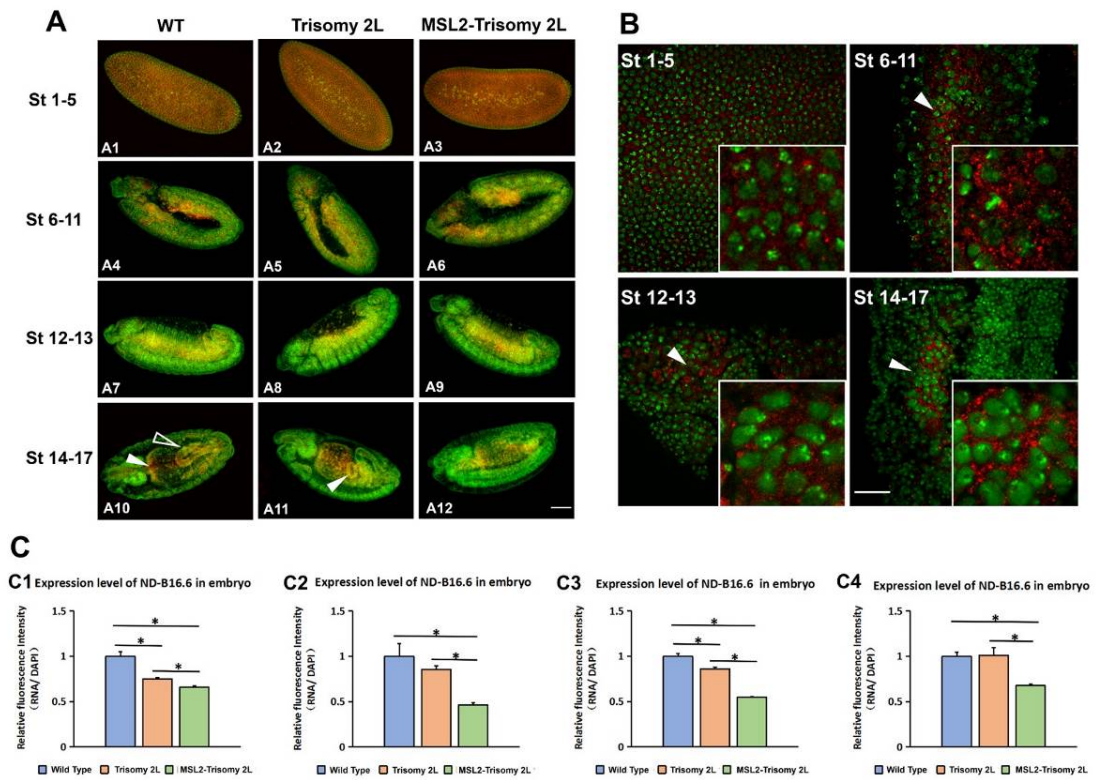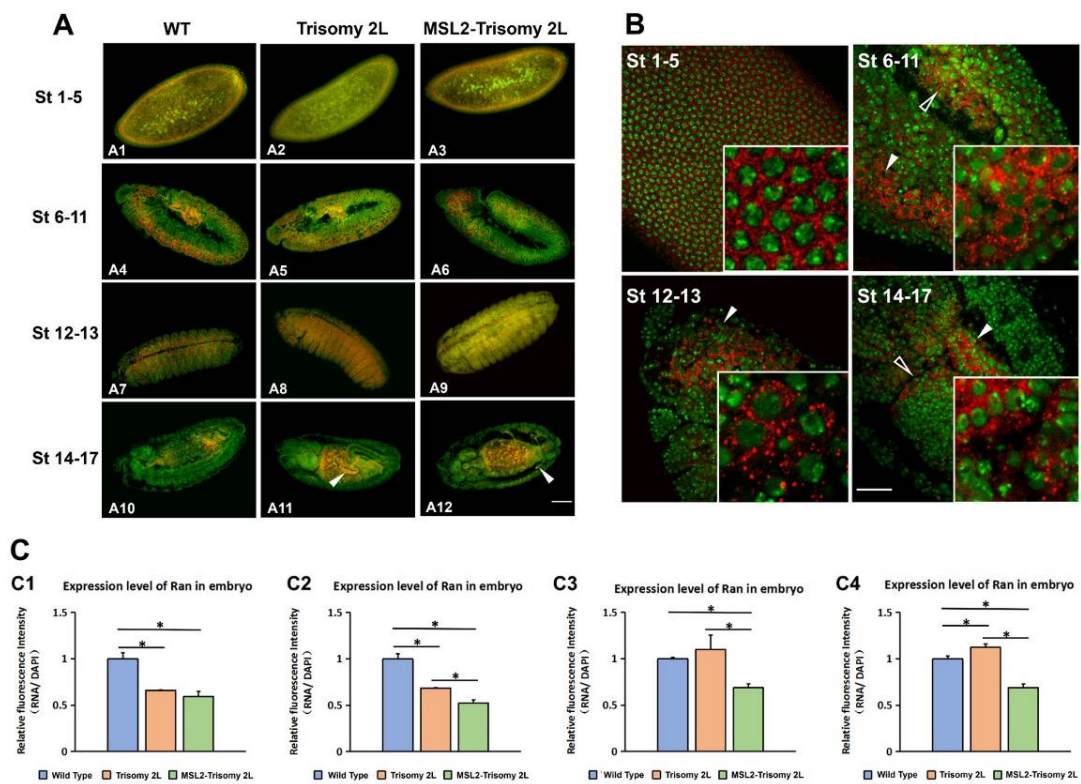

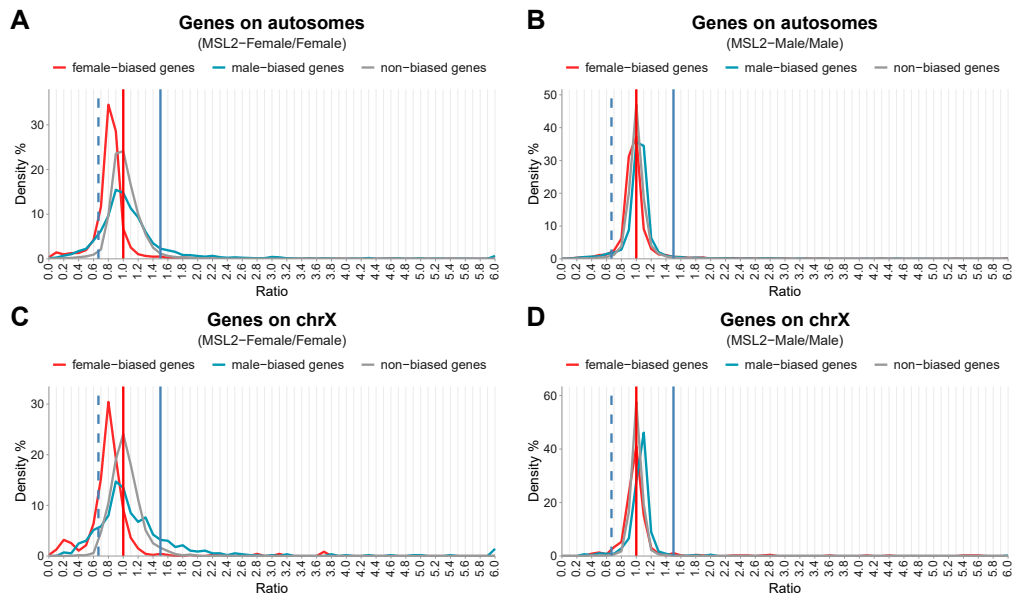

**Figure S5.** Ratio distributions in ectopically expressed MSL2 diploid. **(A-D)** Ratio distributions of sex-biased and non-sex-biased transcript isoforms in ectopically expressed MSL2 diploid compared with normal diploid in females (**A** and **C**) and males (**B** and **D**). All genes are divided into X (**A** and **B**) and autosomes (**C** and **D**) according to their positions on chromosomes. The vertical red solid line represents the ratio 1.00 (no change), the vertical blue solid line represents the ratio 1.50, and the vertical blue dashed line shows the ratio 0.67. The data set was obtained from GSE41570. The percentages of frequencies were plotted in bins of 0.1.

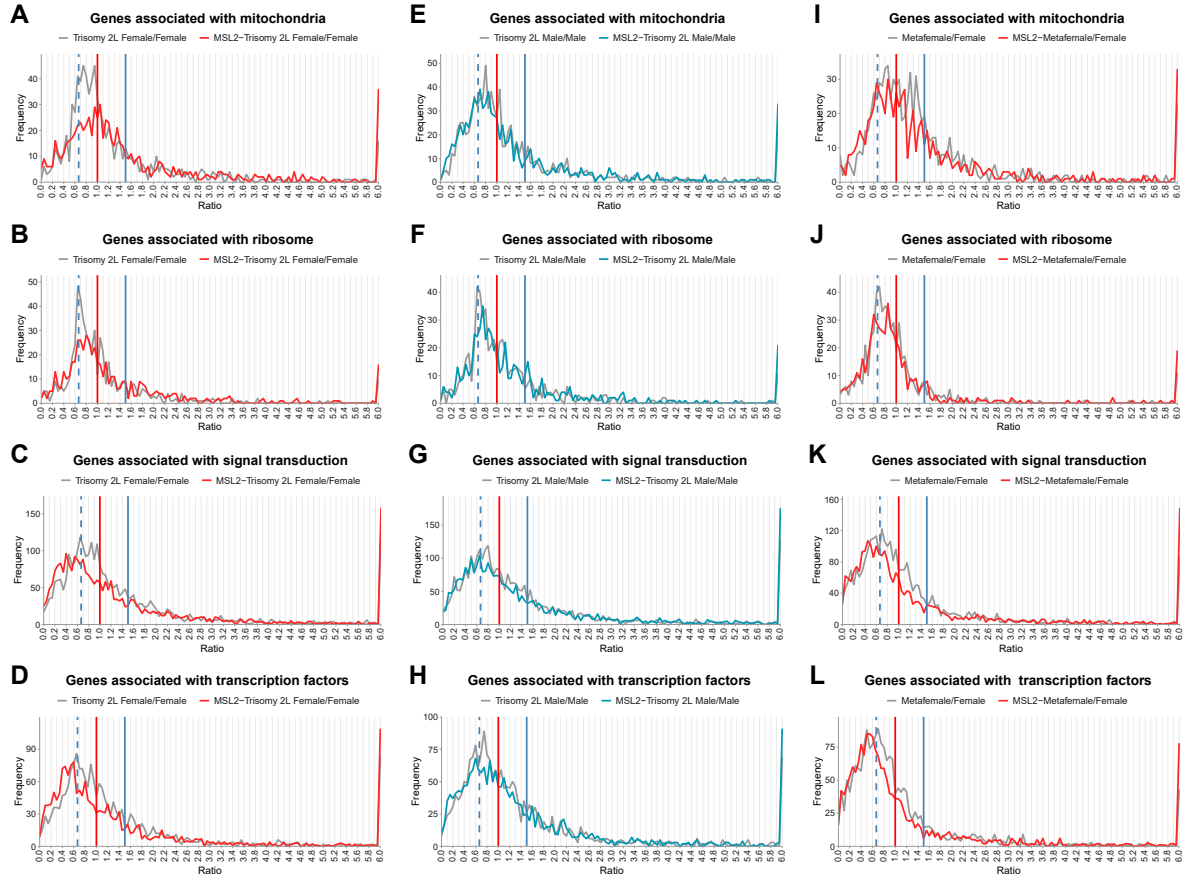

**Figure S6.** Ratio distributions of several functional categories of genes. (A-L) Ratio distributions of gene expression in trisomy and MSL2-trisomy compared with normal diploid in females (A-D), males (E-H) and metafemales (I-L). Genes associated with mitochondria (A, E, I), ribosome (B, F, J), signal transduction (C, G, K) and transcription factors (D, H, L) on all chromosomes are shown in the plots. The vertical red solid line represents the ratio 1.00 (no change), the vertical blue solid line represents the ratio 1.50 [the ratio of gene dosage effects (3/2)], and the vertical blue dashed line shows the ratio 0.67 [the ratio of inverse dosage effects (2/3)]. The gene list of mitochondria, ribosome and signal transduction were obtained based on gene GO annotation, and the transcription factors were obtained from AnimalTFDB 3.0. The ratio distributions were generated as described in *Methods* and the frequencies were plotted in bins of 0.05.

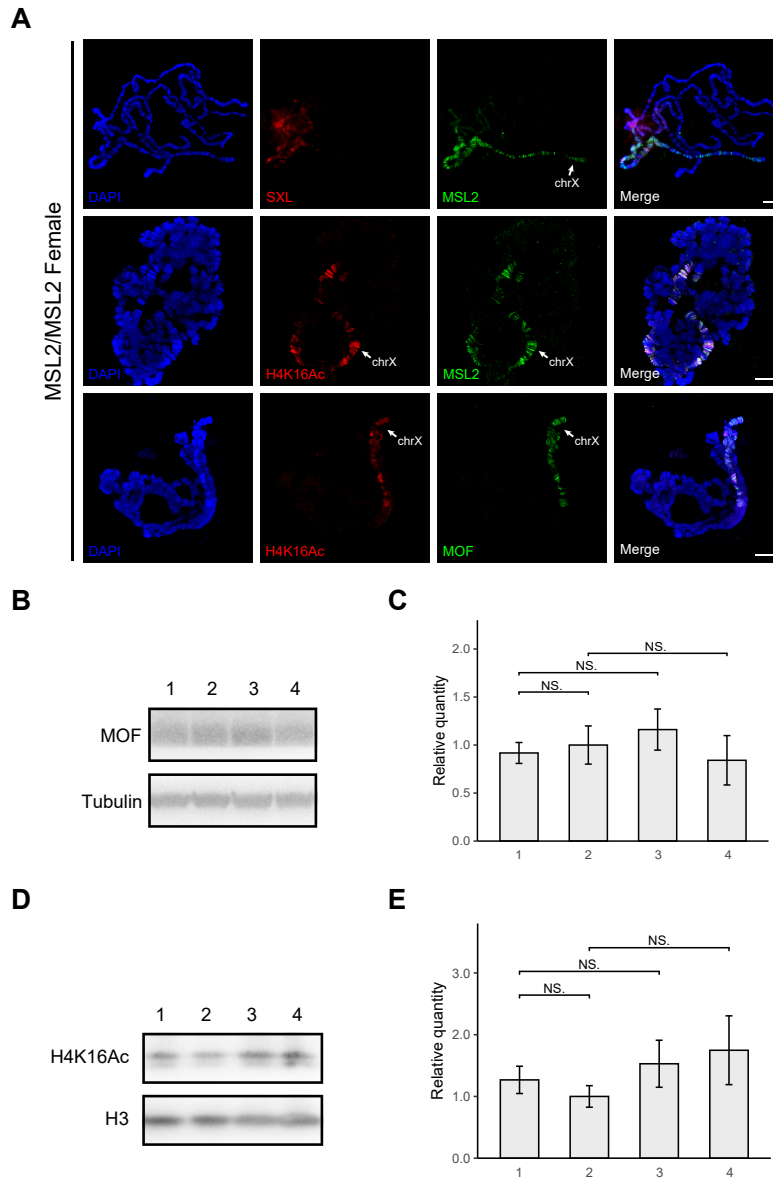

**Figure S7.** Characteristics of female *Drosophila* with ectopic expression of MSL2. **(A)** Immunofluorescence of *Drosophila* polytene chromosomes from third instar larvae of MSL2-females. The antibody of red and green channel is shown in the corresponding pictures. DNA is stained with DAPI in blue. Scale bars, 10  $\mu$ m. **(B)** Western blot analysis of MOF in *Drosophila* with and without ectopic expression of MSL2. **(C)** Relative quantification of MOF in wild type and ectopically expressed MSL2 *Drosophila* based on western blot (N = 3). **(D)** Western blot analysis of H4K16Ac in *Drosophila* with and without ectopic expression of MSL2. **(E)** Relative quantification of H4K16Ac in wild type and ectopically expressed MSL2 *Drosophila* based on western blot (N = 3). Samples: 1, wild type female; 2, wild type male; 3, MSL2-female; 4, MSL2-male. Asterisk denotes a Student's *t* test P-value <0.05. The original images of western blot were provided in Figure S8.

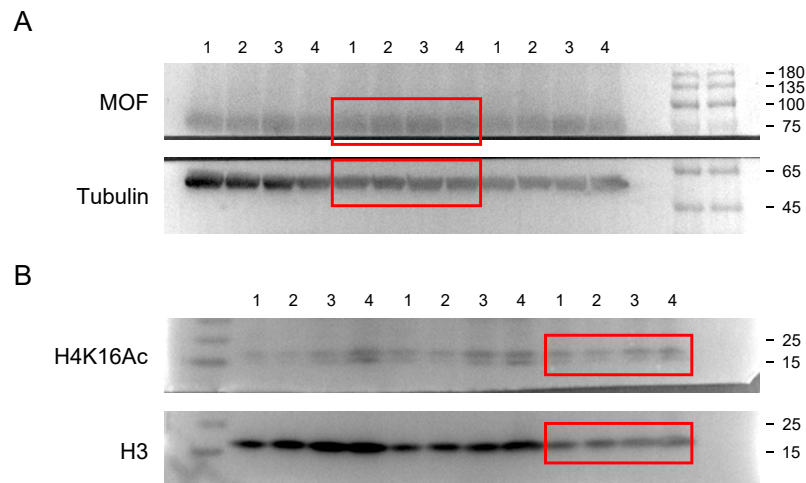

**Figure S8.** Western blot original images. **(A)** Western blot of MOF and Tubulin. **(B)** Western blot of H4K16Ac and H3. Samples: 1, wild type female; 2, wild type male; 3, MSL2-female; 4, MSL2-male. Antibodies: anti-MOF (Santa Cruz, sc-22351); anti-Tubulin (Proteintech, 66031); anti-H4K16Ac (EMD Millipore, 07-329); anti-Histone H3 (Easybio, BE3015). Western blot was performed as described in the previously published article [1]. Images were captured using Tanon 5200Multi Chemiluminescence Image Analysis System. The regions used in Figure S7 were denoted by red boxes.

#### Additional References

[1] Brown, E. J. & Bachtrög, D. The chromatin landscape of *Drosophila*: comparisons between species, sexes, and chromosomes. *Genome Res.* **24**, 1125-1137, doi:10.1101/gr.172155.114 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

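RNA of whole larvae was analysed in trisomy 2L females and males and in metafemales, each with and without MSL2, with 3 libraries listed for each trisomy 2L group and 2 for each metafemale group. The authors sequenced the groups with MSL2 and their controls with paired-end reads of 150 bp, and the groups with the normal diploids, which include further trisomy 2L and metafemale libraries, with shorter single-end reads. The authors divided the counts of each transcript by the mapped reads to give CPM values, adjusted these for sequencing batch with ComBat, removed values not above 0 and averaged the replicates before the tables were deposited. The authors also deposited a ratio of each aneuploid group to the normal diploid of the same sex and a diploid male/female ratio, each made by dividing group means. For trisomy 2L and metafemales without MSL2, which were sequenced in both ways, the paper's text does not state which libraries entered each mean.

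The analysis planned before the data were examined assumed read counts of single libraries, with tests of differential expression between libraries, on counts or on log2 values. The tables hold 1 mean for each group, so none of these tests, no leave-one-out fit, no replicate block and no permutation of libraries could be made, and no p-value is given for a comparison of groups. Depth is unknown for each mean, and no precision between larvae can be given. In their place, the log2 ratio of the means with and without MSL2 was computed for every transcript with both means. The 4 columns of diploid means were not used here.

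Of 16074 gene symbols in the tables, 97.0% were found as a symbol or synonym in the reference annotation. The 23435 transcripts shared by both tables were joined by their identifiers. Medians of log2 ratios were given with a 95% interval from the binomial distribution of ranks, and shares with a Wilson interval. Peaks were taken from bins of 0.05, or 0.1 for sex-biased classes, with intervals from 1000 resamples of transcripts. Regions and gene sets were set against 10000 random lists matched on 20 classes of mean expression. Windows along the chromosomes held 100 transcripts. Transcripts were treated as independent in all of these, which they are not.

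Sex bias was taken as at least 2-fold in the geometric mean of the male/female ratios of trisomy 2L with and without MSL2, since the test set before the data were examined could not be made. Ribosomal protein genes and mitochondrial genes were taken by symbol. For single genes, all transcripts were summed. The genes named are those of Table 1 and of Table S2, except Hsp70, a name that no single gene of the tables carries, and msl-2, roX2 and Sxl, and in each of the 3 contrasts the 3 genes with the largest rise and the 3 with the largest fall among genes with a mean of at least 1 CPM. The planned conditions of an adjusted p-value and of groups that do not overlap could not be applied to them. Correlations with RT-PCR used permutation tests with 100000 permutations.

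The alternatives were column totals without the 100 transcripts of highest mean CPM, means of at least 1 CPM or 10 CPM, pseudocounts of 0.1, 0.5 and 1 CPM, transcripts summed to genes and sex bias from the means without MSL2. Added after seeing the data were equal column totals, a trimmed mean of the log2 ratios (30% trimmed at each end of the ratios and 5% at each end of the mean values), sex bias from the deposited diploid ratio or of at least 4-fold, wider bins and log2 bins, and the most abundant transcript of a gene. The statistics were checked on simulated data before use, where 3 of 4 medians lay inside their interval. Of 200 transcripts with a simulated sex bias well past the 2-fold limit, 99.5% were recovered. Their simulated noise was smaller than the spread of the real MSL2 ratios. A high recovery was therefore built in and says little about the real data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.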

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

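All tests of the lower values on chromosome 4 were chosen after the result was seen.

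The paper counts chromosome 4 among the other autosomes and does not discuss its genes on their own, and these genes stood apart from the other autosomes. In trisomy 2L females, the median log2 MSL2 ratio of its 210 transcripts was -0.33 (95% confidence interval -0.46 to -0.12), and it lay -0.23 from the median of the other autosomes. The same difference was -0.15 in trisomy 2L males and 0.16 in metafemales, in the other direction, and it was not tested whether these groups differ. With transcripts summed to genes it was -0.29 in females, and with a pseudocount of 1 CPM it was -0.13.

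Low values as the source were tested by keeping transcripts with a mean of at least 10 CPM, and the difference grew to -0.43. High chromosome 4 values in the trisomy 2L female mean were tested against diploid females in the authors' deposited table, where chromosome 4 minus the other autosomes was -0.65 with MSL2 and already -0.47 without it. The 95% intervals reach 0.21 and 0.15 to each side and overlap, so this comparison speaks against high values without MSL2 but does not show a separate MSL2 effect. Among 10000 random lists of the same size and expression, the chromosome 4 median lay at percentile 0.05 in females. It lay at percentile 0.04 in males and, in the opposite direction, at percentile 99.96 in metafemales. Such lists treat transcripts as independent, and transcripts of 1 gene or of 1 small chromosome are not, so these percentiles are weak evidence against chance or for a signal of 1 kind. A difference between libraries, sequencing batches or stocks could be the source and was not tested for chromosome 4, so the pattern cannot be told apart from these. Whether MSL2 or the extra copy of 2L acts on chromosome 4 remains open.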

How the results depend on the processing

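No paired analysis was possible because the deposited tables hold the mean of each group and no values of single libraries. For the same reason the tests of differential expression, the leave-one-out fits, the exact permutation tests and splits of the libraries, the filters on counts, and the scalings of single libraries by TMM or size factors, all set before the data were examined, were not run. The scaling to equal column totals, the trimmed-mean scaling, the classes from the deposited diploid ratio, the limit of 4-fold, the bins of 0.1 and of equal log2 steps and the use of the most abundant transcript of a gene were chosen after seeing the data. A value counted as changed when it moved by more than the 95% interval of the median on 1 side. A count did so when it moved by more than 1.5-fold, and a single gene when it moved by more than 1.5-fold. Of 168 comparisons of the planned results with another setting, 71 moved less than this and 97 moved more. Of 1141 comparisons of other values, 914 moved less, 211 moved more and 16, all of single genes, changed sign. Medians that changed sign, among them those of sex-biased classes and gene sets, are counted with the values that moved more or less and not with these 16. The filter of a mean above 0 in both groups removes nothing and is the value as reported, and a common factor cancels in a difference of medians, so neither shows stability. Log2 values are given throughout, and the cause of a change was not tested unless it is named.

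As reported, the medians were -0.00025 on X, -0.13 on 2L and -0.10 on the other autosomes in trisomy 2L females, 0.023, 0.0049 and 0.023 in males, and -0.089 on X and -0.091 on the autosomes in metafemales. With column totals without the 100 transcripts of highest mean CPM they were 0.031, -0.099 and -0.070 in females, -0.025, -0.043 and -0.026 in males, and -0.15 and -0.15 in metafemales. With equal column totals they were -0.056, -0.19 and -0.16 in females, -0.033, -0.051 and -0.034 in males, and -0.36 and -0.36 in metafemales, where the total with MSL2 is 1.20 times that without it. With the trimmed-mean scaling they were 0.096, -0.035 and -0.0053 in females, 0.010 on the other autosomes of males, and -0.00040 and -0.0022 in metafemales. The median over all transcripts in females minus that in males went from -0.11 to -0.026 with the first of these scalings and to 0.0029 with the last. The size of the autosomal decrease in females and metafemales therefore depends on the scaling and is close to 0 with the trimmed mean, which sets the middle of the ratios of each contrast near 0 and so is no test of a shift of all ratios or of its difference between the sexes, and the 3 male medians change sign with both scalings by totals.

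With a pseudocount of 0.1 CPM, which brings in transcripts with a mean in 1 group alone, the medians were -0.12, -0.24 and -0.21 in females, -0.017, -0.026 and -0.018 in males, and -0.16 and -0.19 in metafemales. With 0.5 CPM they were -0.062 on X of females, -0.011, -0.014 and -0.012 in males, and -0.12 and -0.13 in metafemales. With 1 CPM they were -0.039, -0.074 and -0.074 in females, and -0.0075 on X and -0.0081 on the other autosomes of males. X minus the other autosomes of females fell from 0.10 to 0.050 with 0.5 CPM and 0.035 with 1 CPM, and its difference between the sexes from 0.10 to 0.049 and 0.034. The median over all transcripts in females minus that in males was -0.18, -0.091 and -0.059 with the 3 pseudocounts.

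Among transcripts with a mean of at least 10 CPM, the medians were -0.093 on 2L and -0.077 on the other autosomes of females, 0.029 and 0.045 in males, and -0.052 on X and -0.078 on the autosomes of metafemales, where X minus the autosomes went from 0.0018 to 0.026. With at least 1 CPM, the autosomes of metafemales were at -0.10. With transcripts summed to genes, the other autosomes of females were at -0.13 and the median over all genes in females minus that in males was -0.15.

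Male-biased minus non-biased transcripts gave -0.38 in females, 0.017 in males and -0.046 in metafemales, and female-biased minus non-biased transcripts gave 0.34, -0.38 and 0.076. With classes from the trisomy 2L means without MSL2, the male-biased differences were 0.34, -0.16 and -0.0033, and the female-biased ones -0.49 in females and 0.87 in males. These classes share a mean with the ratio's denominator. When the deposited diploid ratio set the classes, the male-biased differences were -0.062 in females and -0.052 in males, and the female-biased ones 0.075 and -0.021. With a limit of 4-fold, the male-biased differences were -0.49 in females and -0.15 in metafemales, and the female-biased ones -0.69 in males and 0.25 in metafemales. At a mean of at least 10 CPM, the male-biased differences were -0.49 in females and -0.0088 in males, and the female-biased ones -0.50 in males and 0.30 in metafemales. With transcripts summed to genes, the female-biased difference was 0.50 in females, and the male-biased ones -0.031 in males and -0.095 in metafemales. With pseudocounts of 0.1, 0.5 and 1 CPM, the male-biased difference in females was -0.27, -0.14 and -0.087. The female-biased difference was 0.21 and 0.16 in females and -0.16 and -0.11 in males with 0.5 and 1 CPM. In metafemales it was -0.046 and -0.020 with 0.1 and 0.5 CPM, and the male-biased difference was -0.20 and -0.10. The number of sex-biased transcripts was 4702 as reported, 1157 at a mean of at least 10 CPM, 9372 with a pseudocount of 0.1 CPM, 8359 with classes without MSL2, 7158 with the deposited diploid ratio and 1826 with a limit of 4-fold, and 2207 genes after summing.

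The log2 ratio of single genes changed sign in 16 cases. With column totals without the 100 most abundant transcripts, RpS2 was at -0.024 and msl-1 at -0.030 in metafemales, and CG9577 at -0.025 in males. With equal column totals, RpS2 was at -0.23, msl-1 at -0.24, scf at -0.17, Karl at -0.054 and Myb at -0.18 in metafemales, TER94 at -0.050 in females and CG9577 at -0.033 in males. With the most abundant transcript of a gene in place of the sum, Hel25E was at -0.044, Ran at 0.33, Myb at -0.18 and Tlk at 2.74 in metafemales, Tlk at 1.42 in females and Myb at -0.025 in males.

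The lack of replicate values limits every result in the same way. The intervals cover the number of transcripts and not the differences between larvae, so a shift of all ratios of a group cannot be told apart from a difference between its libraries. On simulated values of 5224 transcripts for each region, 3 of 4 medians lay inside their interval, and 95.5% of 400 further draws of 3000 transcripts did so.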

Differences from the paper's values

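For male-biased transcripts of X in trisomy 2L females, the most frequent MSL2 ratio was in the bin at 0.30 against the paper's peak around 0.67. Of the alternatives set before the data were examined, pseudocounts of 0.1 CPM (0.70), 0.5 CPM (1.00) and 1 CPM (1.00) and classes from the means without MSL2 (0.50) came within 1.5-fold of the paper's value, and means of at least 1 CPM and of at least 10 CPM (0.20 for both) did not. Classes from the deposited diploid ratio, chosen after seeing the values, gave 0.80. For female-biased transcripts of X in trisomy 2L males, the most frequent ratio was at 0.20 against the paper's 0.67. Means of at least 1 CPM (0.70) and the 3 pseudocounts (1.00 for each) came within 1.5-fold, and means of at least 10 CPM (0.30) and classes from the means without MSL2 (1.20) did not. Classes from the deposited diploid ratio, chosen after seeing the values, gave 0.70. The median mean of the class as reported was 0.652 CPM for male-biased X transcripts in females and 0.925 CPM for female-biased X transcripts in males. Pseudocounts pull the ratios of such low means towards 1. A peak at 1.00 stands for no change, so it does not show the paper's decrease although it is within 1.5-fold of 0.67.

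Of the 51 RNA-seq ratios that Table S2 lists for the genes compared here, 17 differed by more than 1.5-fold from the ratio of the group means, with transcripts of a gene summed, and 34 did not. In trisomy 2L females, the ratio was 0.327 for CG43773 against the paper's 0.653, 0.333 for CG33468 against the paper's 0.064, 0.609 for CG42694 against the paper's 1.743 and 0.0433 for LysB against the paper's 0.271. In trisomy 2L males, it was 1.93 for Tlk against the paper's 0.897, 1.25 for jet against the paper's 0.774, 1.63 for magu against the paper's 0.752, 0.404 for CG33468 against the paper's 0.06, 0.0904 for LysB against the paper's 0.456 and 1.28 for Sp7 against the paper's 0.611. In metafemales, it was 0.779 for HERC2 against the paper's 0.371, 0.652 for Tlk against the paper's 0.216, 0.447 for CG42694 against the paper's 0.112, 0.245 for CG4716 against the paper's 1.532 and 0.174 for LysB against the paper's 1.303. CG43773 and CG33468 have no mean with MSL2 in metafemales, so no ratio can be formed. They are counted among the 17 with a ratio of 0 in place of the missing value, against the paper's 0.425 and 0.032, and show no measured difference. With a pseudocount of 0.1 CPM, the ratio of CG33468 in metafemales came within 1.5-fold of the paper's. For the other 16 ratios, no alternative set before the data were examined and run on single genes, which are the column totals without the most abundant transcripts and the 3 pseudocounts, closed the gap. The most abundant transcript of jet in males, an alternative chosen after seeing the values, gave 1.14, within 1.5-fold of the paper's value.

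The paper states that all genes of the autosomes, whatever their sex bias, are lower with the complex in females. The female-biased transcripts here had higher medians with MSL2 in females, 0.31 on 2L and 0.29 on the other autosomes on the log2 scale. These medians were -0.54 and -0.62 with classes from the means without MSL2, and with classes from the deposited diploid ratio, chosen after seeing the values, they were -0.084 and -0.036, in the direction the paper states. The paper also states that female-biased autosomal genes fall more in females than in males. Here they were lower with MSL2 in males, -0.41 on 2L and -0.46 on the other autosomes. With either of these other classes they were lower in females and higher in males, the order that the paper states. The medians in males were 0.82 and 0.93 for the classes without MSL2 and 0.0080 and 0.0093 for the diploid classes. The classes without MSL2 are chosen on the denominators of both ratios. Noise in these means can give this order by itself, so these classes cannot test it. The diploid classes share no mean with the ratio. Their non-biased transcripts were lower still in females, with medians of -0.15 on 2L and -0.12 on the other autosomes. For female-biased transcripts, a limit of 4-fold, chosen after seeing the values, gave the opposite order between the sexes. It gave 0.11 and 0.24 in females and -0.55 and -0.69 in males.

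The paper states that sex-biased genes on X are lower in females and female-biased genes mostly lower in males. The median of female-biased X transcripts in females was 0.12, above 0, although their most frequent bin lay below a ratio of 1. It was -0.54 with classes from the means without MSL2, 0.0026 with the diploid classes and 0.54 with a limit of 4-fold. The median of female-biased X transcripts in males was -0.10, and it was 0.88, 0.0023 and -0.70 with these classes. The diploid classes and the limit of 4-fold were chosen after seeing the values.

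The paper states that sex-biased genes of metafemales respond more on X than on the autosomes. Male-biased transcripts had medians of -0.13 on X and -0.16 on the autosomes, and female-biased transcripts of -0.19 and 0.019.

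The paper states that metafemales are less affected than autosomal trisomy, from numbers of differentially expressed genes. By the share of transcripts with at least a 2-fold difference from the diploid in the authors' deposited table, a different measure, metafemales stood at 34.0%, trisomy 2L females at 28.4% and trisomy 2L males at 31.3%. At a mean of at least 10 CPM the shares in the authors' deposited table were 25.3%, 22.7% and 26.2%. Such a share grows with the noise of the means, which is not known. The labels list 2 libraries for each metafemale group and 3 for each trisomy 2L group. The order of these shares therefore cannot be told apart from a difference in noise.

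The paper states that the ribosome genes do not change in any of the unbalanced genomes. Their median log2 MSL2 ratio was 0.15 (95% confidence interval 0.090 to 0.20) in trisomy 2L females and 0.076 (0.037 to 0.11) in males, above 0 under each scaling tried, for a list of genes chosen by symbol. Among random lists matched on expression, females lay at percentile 99.92 and males at percentile 93.4, inside the middle 95% of the lists. In metafemales the median log2 MSL2 ratio was 0.013 (-0.027 to 0.071). The paper's statement rests on ratios to the diploid, a different measure. Their peaks without and with MSL2 in the authors' deposited table were 0.70 and 0.65 in trisomy 2L females, 0.70 and 0.75 in males, and 0.65 and 0.60 in metafemales.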

Other observations

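The tests of the peak of X ratios were written before their results were seen, and all other tests of this part were chosen after the result was seen.

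In trisomy 2L females, the peak of the X ratios to diploid females in the authors' deposited table lay at 0.70 without MSL2 and at 0.40 with it, while the median over the 3346 transcripts with both ratios was 0.983 without MSL2 and 0.987 with it. On a log2 axis with equal steps of 0.1, the wider spread of the ratios on a linear axis was tested. The peak moved by 0 there, while it moved by -0.81 log2 units in equal linear steps. Transcripts with low values were tested as the source by a minimum of 10 CPM, which brought the peak with MSL2 to 0.60, lower by 0.1 than the peak of 0.70 without it. This is a smaller move than over all transcripts, and no interval was computed for it. Transcripts removed as not above 0 were tested by keeping only transcripts with a ratio in both groups, which left it lower by 0.3. The move of the peak is in line with a wider spread of the ratios counted on a linear axis. With the minimum of 10 CPM the peak stayed lower by more than the 1 bin set for this test. By this rule low values do not account for all of the move, although it was smaller without them. The minimum was set on the numerators of these ratios and so removes low ratios as well. Without an interval for the filtered peaks, the test cannot decide how much low values contribute. Removed values do not account for the move. No biological explanation of the wider spread was tested.

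A few transcripts have a far higher mean with MSL2 than without it. In trisomy 2L females, 1 transcript of RpS2 rose from 155 to 26898 CPM. The 3 largest rises, of RpS2, Lsp1beta and Act57B, came to 156.1% of the difference between the column totals in trisomy 2L females, so that they could account for the excess of the column total. Choosing the largest rises favours this result, since other transcripts fell. In males and metafemales the corresponding percentages were 48.8 and 49.2. In metafemales, Jon99Ciii rose from 5395 to 46618 CPM and CG13315 rose from 97.1 to 37759 CPM in 1 transcript. Reads shared between transcripts, or a single library that dominates a mean, were not tested.

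Across 16205 transcripts, the log2 MSL2 ratio of trisomy 2L females had a rank correlation of 0.25 with the metafemale/diploid female ratio of the authors' deposited table, with which it shares no mean. Among transcripts with a mean of at least 10 CPM in the aneuploid groups without MSL2, the correlation was 0.37, so noise of low values in these groups is not its source. The MSL2 ratio of trisomy 2L males had a correlation of -0.10 with the same ratio. By the test as first set, a sign opposite to that of females speaks against a batch difference. In the paper, libraries with MSL2 were sequenced only with paired ends and diploid libraries only with single ends. Trisomy 2L and metafemale libraries without MSL2 were sequenced in both ways, and which of them entered these means is not stated. A remaining difference between the sequencing batches therefore cannot be told apart from an effect of MSL2 by this value. A difference in larval age was tested with the Sgs and Eig71E genes, which change before pupariation. In trisomy 2L females, all 7 of these genes were lower with MSL2, with a median log2 ratio of -3.70, at percentile 0 of random gene lists. In males, 11 genes had a median of 0.53 at percentile 99.8, and in metafemales 9 genes had a median of -1.05 at percentile 0.01. A difference in larval age between groups may therefore underlie part of the ratios, and it cannot be told apart from an effect of MSL2 on these genes.

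Of 9217 genes, 13 changed at least 4-fold in the same direction with MSL2 in all 3 contrasts, where 0.0155 would be found if the contrasts were independent. Higher with MSL2 were msl-2, whose protein the transgene encodes, CG33346, CG4757 and CG7255. Lower were CG14117, CG3292, Cyp12d1-d, Drsl2, Jhe, LysB, LysC, LysE and Unc-89. These genes were named after their values were seen. The genetic background of the MSL2 stock may be the source of such shared changes, and an effect of MSL2 common to all groups would give the same number, so the test does not part them.

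Sex-biased and non-biased transcripts differ in the MSL2 ratio of trisomy 2L, and the group means that define the classes also enter the ratio. With classes from the deposited diploid ratio, which share no mean with it, male-biased minus non-biased transcripts in females went from -0.38 to -0.062. Most of the difference may therefore come from the shared means. The classes also hold other transcripts, so a different choice of genes remains possible.

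In the trisomy table 43 transcripts have identical values, 30 of them of mir genes, and in the metafemale table 40 and 29. The CPM values of this group lie from 0.0341 to 0.0375 and from 0.0314 to 0.0338. Of the transcripts listed without MSL2, 4777 in trisomy 2L females, 2140 in males and 3862 in metafemales have no mean with MSL2, and 351, 395 and 332 have a mean with MSL2 alone. The median of the lost transcripts was 0.103, 0.203 and 0.220 CPM.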
